# Lactate regulates major zygotic genome activation by H3K18 lactylation in mammals

**DOI:** 10.1093/nsr/nwad295

**Published:** 2023-11-20

**Authors:** Jingyu Li, Weibo Hou, Qi Zhao, Wei Han, Hongdi Cui, Songling Xiao, Ling Zhu, Jiadan Qu, Xiaoyu Liu, Weitao Cong, Jingling Shen, Yuzheng Zhao, Shaorong Gao, Guoning Huang, Qingran Kong

**Keywords:** mammalian preimplantation development, lactate, epigenetic remodeling, histone lactylation, zygotic genome activation

## Abstract

Lactate is present at a high level in the microenvironment of mammalian preimplantation embryos *in vivo* and *in vitro*. However, its role in preimplantation development is unclear. Here, we report that lactate is highly enriched in the nuclei of early embryos when major zygotic genome activation (ZGA) occurs in humans and mice. The inhibition of its production and uptake results in developmental arrest at the 2-cell stage, major ZGA failure, and loss of lactate-derived H3K18lac, which could be rescued by the addition of Lac-CoA and recapitulated by overexpression of H3K18R mutation. By profiling the landscape of H3K18lac during mouse preimplantation development, we show that H3K18lac is enriched on the promoter regions of most major ZGA genes and correlates with their expressions. In humans, H3K18lac is also enriched in ZGA markers and temporally concomitant with their expressions. Taken together, we profile the landscapes of H3K18lac in mouse and human preimplantation embryos, and demonstrate the important role for H3K18lac in major ZGA, showing that a conserved metabolic mechanism underlies preimplantation development of mammalian embryos.

## INTRODUCTION

Mammalian preimplantation development, from zygote to blastocyst, involves a series of significant biological events, including zygotic gene activation (ZGA). ZGA is the first transcription event in life, which is characterized by activation of a group of genes (e.g. *Usp* genes). In mice, the initial ZGA occurs between the S phase of the zygote and G1 of the early 2-cell embryo, and is designated as minor ZGA to discriminate it from the burst of transcription that occurs during the mid-to-late 2-cell stage, which is designated as major ZGA [1–3]. Extensive epigenetic reprogramming plays an essential role in preimplantation embryo development in mammals, and is closely linked with ZGA. For example, the transition of broad H3K4me3 domains to transcriptional-start-site (TSS) regions is required for normal ZGA [4]. Thus, the regulation of epigenetic remodeling on ZGA needs to be further studied.

Cellular metabolism is the foundation of all biological activity, and its dynamics is directly linked to changes in epigenetics [5,6]. Metabolic reprogramming and its regulation are hardwired into the complex program of early embryo development in mammals, such as the role of reciprocal changes in a pair of competitive metabolites (e.g. α-KG and 2-HG) in dynamic erasure of histone methylation during early embryogenesis in mice [7]. We established a metabolome profile of preimplantation embryos of mice from the zygote to blastocyst stages, and found that the combination of the prominent metabolic cofactor NAD^+^ and the deacetylase SIRT1 removes zygotic H3K27ac in the late 2-cell stage for the exit of minor ZGA, and it is essential for mouse and human preimplantation embryo development [8]. Moreover, in the study, we observed that lactate showed high level in 2-cell embryos and close associations with the top 2-cell embryo genes, suggesting a functional role in ZGA.

Lactate, as a major nutrient, is at a high level in the developmental microenvironment both *in vivo* and *in vitro* and is readily oxidated as early as the zygote stage [9,10]. However, its role in preimplantation embryo development in mammals is unclear. Zhang *et al.* discovered a novel epigenetic modification, histone lactylation derived by lactate, that activates gene transcription [11]. In this study, we demonstrate that lactate is highly enriched in the nuclei of both human and mouse embryos when major ZGA occurs, and deprivation of lactate results in preimplantation development arrest at the 2-cell stage and major ZGA failure. Lactate-derived H3K18lac is enriched at the promoter regions of major ZGA genes and contributes to major ZGA. Our findings reveal an important role for H3K18lac in major ZGA of mammals, providing insight into the crosstalk between cell metabolism and epigenetic remodeling in the regulation of embryogenesis.

## RESULTS

### Lactate is highly enriched in the nuclei of 2-cell embryos and indispensable for preimplantation development in mice

We first measured lactate levels of preimplantation embryos of mice by absorptiometric analysis, and found the lactate level was not significantly high in 2-cell embryos (Fig. 1A). By using our recently reported lactate sensor [12], FiLa, we found no significant change in lactate level in the cytosol of embryos during preimplantation development (Fig. S1A). However, surprisingly, a remarkable lactate pool was observed in the nucleus of 2-cell embryos, comparing to cytosol, and also the lactate level in the nucleus of 2-cell embryos was higher than those at other stages (Fig. 1B), indicating that lactate in the nucleus may be important in early embryogenesis. However, the preimplantation development of embryos cultured in mKSOM lacking NaLac was not significantly affected (Fig. S1B). Pyruvate can be converted into lactate by lactate dehydrogenase (LDH; Fig. 1C), and both *Ldha* and *Ldhb* expressions were high in 2-cell embryos (Fig. S1C), and unexpectedly we found, through immunofluorescence (IF) staining, that LDH was highly enriched in the nucleus of 2-cell embryos (Fig. S1D), so we speculated that this conversion in the nucleus may compensate for the removal of lactate from the culture medium. Therefore, LDH activity was inhibited by Gne140 or GSK2837808A, dual LDHA/B inhibitors, and according to our previous study, nicotinamide mononucleotide (NMN) was added to rescue the loss of NAD^+^ [8]. We found that the deprivation of lactate by two inhibitors led to an embryo to blastocyst development failure which arrested at the 2-cell stage (Fig. 1D and E), and also found that the potential toxicity of the inhibitors, which may result in this developmental arrest, was excluded by TUNEL staining (Fig. S1E). The FiLa sensor showed the treatment resulted in little or no lactate in the nucleus of 2-cell embryos (Fig. 1F). Considering that the developmental arrest mainly happens at the 2-cell stage, to further determine at which stages lactate is required, we deprived lactate through Gne140 treatment at the late zygote (24 h post-hCG) and 4-cell (60 h post-hCG) stages (Fig. 1G); development failed at the 2-cell stage when lactate was deprived at 24 h post-hCG, but not 60 h (Fig. 1H and I), suggesting the role of lactate in ZGA. Together, these results demonstrate that lactate is essential for the development of mouse embryos beyond the 2-cell stage.

**Figure 1.**
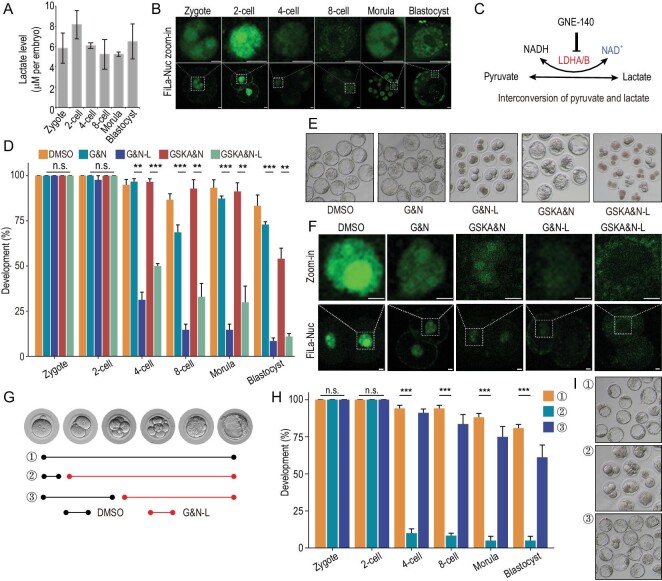
Lactate is essential for the preimplantation development of early embryos of mice. (A) Lactate levels during the development of preimplantation embryos in mice. Three experimental replicates were performed. Error bars represent SEM. (B) Fluorescence images of mouse embryos from different stages expressing FiLa in nucleus. Scale bars, 20 μm. (C) Interconversion of pyruvate and lactate. (D and E) Development rates of embryos in the groups. Three experimental replicates were performed. (F) Fluorescence images of mouse embryos at the 2-cell stage from different groups expressing FiLa in the nuclei at the 2-cell stage. Scale bars, 20 μm. (G) Overview of the experimental designs. (H and I) Development rates of embryos deprived of lactate at the late zygote and 4-cell stages. DMSO, mKSOM culture medium plus DMSO; G&N, mKSOM culture medium plus Gne140 and NMN; G&N-L, mKSOM culture medium without lactate plus Gne140 and NMN; GSKA&N, mKSOM culture medium plus GSK2837808A and NMN; GSKA&N-L, mKSOM culture medium without lactate plus GSK2837808A and NMN; Error bars are SEM. n.s. means not significant. **P < 0.01, ***P < 0.001. Differences between means were calculated using two-tailed Student's *t*-test.

### Lactate deprivation results in failure of major ZGA in early embryos of mice

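Late 2-cell embryos were collected at 54 h post-hCG. From 24 h post-hCG they were cultured in mKSOM with 5 μM Gne140, an inhibitor of LDHA and LDHB, and 50 μM NMN, with 10 mM lactate in the G&N group and without lactate in the G&N-L group. Each library was made from 5 embryos, and the deposited counts hold 2 libraries per group, while the supplementary methods give 3 replicates per group. The authors trimmed the reads with Trim Galore, aligned them to mm39 with HISAT2 and counted them per gene with featureCounts, and the deposited values are these raw counts without normalization. The counts totalled 34935873 and 35663798 in the G&N-L libraries and 33656717 and 44448857 in the G&N libraries. A count of 0 allows up to 3 counts, which equals 0.0675 to 0.0891 CPM (counts scaled to the library total) at these depths, and since amplified reads are not independent molecules, this limit covers counting error only. From the counts, genes with low counts were removed with the default filter of edgeR, the libraries were normalized by its TMM method, and the groups were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were counted at an adjusted p under 0.05 and, beside it, at the criterion drawn in the volcano plots of the paper, an unadjusted p under 0.05 with a log2 fold change beyond 0.5 in either direction. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so each p for a gene came from the model fitted across all genes.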

To investigate the mechanism by which lactate influences early embryo development in mice, we first performed RNA sequencing (RNA-seq) on late 2-cell embryos with deprivation of lactate at 24 h post-hCG. Unsupervised hierarchical clustering (UHC) separated the transcriptomic patterns of the lactate-deprived group from the control group (Fig. S2A), and we identified the differentially expressed genes (DEGs; Fig. 2A and Table S1). 

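The 4 libraries were clustered by average linkage on 1 minus the Pearson correlation of log2(CPM + 1) over the 19481 genes that passed the filter. The replicates of each group joined each other first. Their correlation across genes was 0.9305 in G&N-L and 0.940 in G&N, against 0.914 to 0.920 between the groups. The 4 libraries form pairs in only 3 ways, so the grouping has no test. In G&N-L against G&N, 0 genes had an adjusted p under 0.05. An unadjusted p under 0.05 was reached by 2332 genes, against 974 given by chance alone. At the volcano-plot criterion, 1487 genes were lower and 824 were higher in G&N-L. With DESeq2, the tool of the paper, 916 of the same genes had an adjusted p under 0.05, 614 lower and 302 higher. The count moved most, to 1021, with DESeq2 on all genes with at least 1 count, a setting chosen after seeing the data. In the comparison by edgeR, Dhx8 had the smallest p of the genes that the paper names. Dhx8 (ENSMUSG00000034931.16) lies on chromosome 11 of mm39 from 101623728 to 101659832 and encodes an RNA helicase. Its level was 5.17 ± 0.0159 CPM (SD, n = 2) in G&N-L and 60.8 ± 5.78 CPM (SD, n = 2) in G&N. Its log2 fold change was -3.55 (standard error 0.321, adjusted p = 0.311, edgeR quasi-likelihood test), and without 1 library at a time it stayed between -3.64 and -3.38.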

KEGG analysis showed that the downregulated genes in the lactate-deprived group were enriched in ZGA-related pathways, such as RNA polymerase, spliceosome, and ribosome (Fig. S2B). 

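Lists of 79 ribosomal protein genes, 115 spliceosome genes and 31 RNA polymerase genes, compiled by symbol and not taken from KEGG, were compared with all other genes tested in late 2-cell embryos. The median log2 fold change of the ribosomal protein genes was -1.09 in G&N-L against G&N, and 74 of the 79 genes were lower. The median was -0.62 for the spliceosome genes, of which 98 were lower, and -0.67 for the RNA polymerase genes, of which 26 were lower. Over all genes tested the median was -0.02. The spread of each list between replicates, on the log2 scale, was 0.146, 0.0576 and 0.145 (SD) in the same order, smaller than the shifts. By limma's camera test with a preset correlation of 0.01 between genes, adjusted over 7 list tests, the adjusted p was 3.2e-34, 2.8e-13 and 6.1e-08 in the same order. By limma's fry test, adjusted over the same 7, it was 0.0509, 0.0396 and 0.0509. With camera's correlation estimated from the data, none of the 3 calls held, at an adjusted p of 0.100, 0.100 and 0.138 (limma). The shifts moved most when G&N replicate 2 was left out, to -0.87, -0.46 and -0.51 in the same order.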

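As a list to stand in for ZGA genes, genes were taken that rose to the late 2-cell stage in libraries outside the comparison of G&N-L with G&N. They had an adjusted p under 0.05 and a log2 fold change of at least 1 in the late 2-cell libraries labelled WT, described as embryos injected with wild-type H3 mRNA, against early 2-cell G&N embryos at 30 h post-hCG. No Gne140 or NMN is described for the embryos labelled WT. Inhibitor and described injection thus differ in this contrast along with stage, and the list cannot separate them. No H3 gene had an adjusted p under 0.05 by edgeR and a higher level in the libraries labelled WT than in late 2-cell G&N embryos. The counts do not hold the mRNA sequence, so they cannot tell whether the embryos labelled WT were injected. The list held 3953 genes, and 3541 of them were tested in late 2-cell embryos. Their median log2 fold change in G&N-L against G&N was -0.65, and 2698 were lower. Of these, 847 were lower and 64 higher past the volcano-plot criterion. With the 74 list genes that had no more than 3 counts in every library of a group at their bound, the median is also -0.65. For 0 of them the bound crosses the median, so the bounds could not move it. The adjusted p was 2.7e-20 by limma's camera test and 0.0509 by limma's fry test, and the call did not hold with an estimated correlation either. Without 1 library at a time the median stayed between -0.82 and -0.45. A list drawn in the same way from late against early 2-cell G&N embryos, which shares the G&N libraries with the comparison, had a median of -0.80. The paper cites Table S4 for major ZGA genes, and 1998 of its 2537 lines (1996 genes) are held, so its tests cover that part only. For the held genes, the median was -0.52 over 1769 genes, and 1290 were lower. This list was chosen after seeing the data. Its adjusted p over 4 comparisons was 0.0497 by limma's fry test and 0.108 by camera with an estimated correlation.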

ZGA genes were significantly downregulated (NES = −1.02, Fig. 2B) by GSEA. A previous study classified ZGA genes into minor and major ZGA genes based on their expression, mainly at the early or late 2-cell stages [13]. 

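Dppa4 (ENSMUSG00000058550.16) lies on chromosome 16 of mm39 from 48104062 to 48114896, and its level in late 2-cell embryos was 81.1 ± 5.65 CPM (SD, n = 2) in G&N-L and 287 ± 79.3 CPM (SD, n = 2) in G&N. Its log2 fold change was -1.82 (standard error 0.267, adjusted p = 0.311, edgeR quasi-likelihood test). Dppa5a (ENSMUSG00000060461.6, chromosome 9, 78274031 to 78278208) was at 149 ± 4.50 CPM in G&N-L and 451 ± 48.4 CPM in G&N, with a log2 fold change of -1.60 (standard error 0.194). Usp29 (ENSMUSG00000051527.12, chromosome 7, 6733577 to 6970218) was at 14.9 ± 3.16 and 40.4 ± 4.49 CPM, a log2 fold change of -1.44 (standard error 0.349). The log2 fold change was -1.22 for Usp33 (ENSMUSG00000025437.16, chromosome 3, 152045641 to 152099254; standard error 0.374) and -1.09 for Usp38 (ENSMUSG00000038250.10, chromosome 8, 81707353 to 81741566; standard error 0.3003). For each of these 5 genes both G&N-L libraries lay below both G&N libraries, and their adjusted p over all genes was 0.311 to 0.333. Without 1 library at a time, the log2 fold change stayed between -2.08 and -1.43 for Dppa4, -1.70 and -1.40 for Dppa5a, -1.68 and -1.24 for Usp29, -1.53 and -0.96 for Usp33, and -1.28 and -0.75 for Usp38. Of the 18 genes that the paper names in its text and its figure panels of RNA-seq data, 16 were tested and all 16 were lower in G&N-L. Of these, 10 had an unadjusted p under 0.05, 0 had an adjusted p under 0.05 over all genes tested, and 10 had one when adjusted over the list alone, which is not independent evidence since the study chose the list on these libraries. Of the 7 Dppa genes tested, 6 were lower with TMM or library totals and 5 with the size factors of DESeq2, over a range of -1.82 to 0.63. Of the 57 Usp genes tested, 36 were lower with TMM and 35 with either of these scalings, over a range of -2.73 to 3.28, and at the volcano-plot criterion 7 were lower and 2 were higher.

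**Figure D1:**
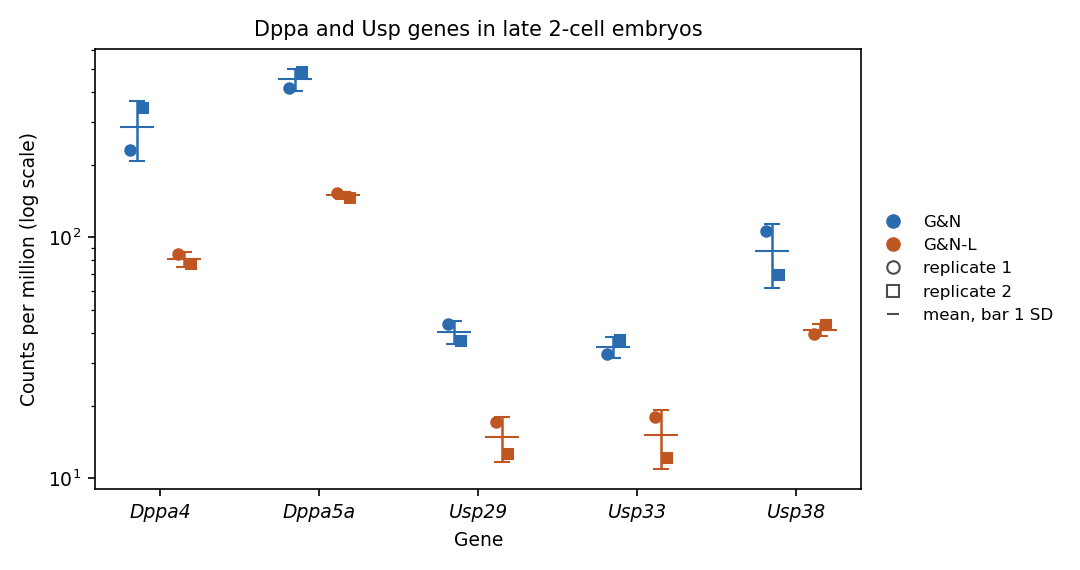
Levels of Dppa4, Dppa5a, Usp29, Usp33 and Usp38 in CPM, on a log axis, in late 2-cell embryos of the G&N and G&N-L groups. Points are libraries (n = 2 per group), lines are group means and bars are the SD. For each gene both G&N-L libraries lie below both G&N libraries.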

Notably, 29.3% of the downregulated genes (*n* = 537) were major ZGA genes (Fig. 2C), showing significant downregulation through deprivation of lactate (Fig. 2D), including the *Dppa* and *Usp* families (Fig. 2A). 

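For the early 2-cell stage, embryos were collected at 30 h post-hCG after culture from 24 h post-hCG in the G&N or G&N-L medium. The deposited labels give Gne140 and NMN, without the absence of lactate, as the treatment of the libraries titled G&N-L, and Gne140 alone for those titled G&N. The groups were taken from the titles and the legend of Fig. 2. The counts totalled 47998020 and 23473359 in the G&N-L libraries and 61275465 and 53215587 in the G&N libraries, and a count of 0 allows up to 0.0490 to 0.128 CPM. The filter kept 17343 genes, and normalization and test were those of the late 2-cell stage.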

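In early 2-cell embryos, 0 genes had an adjusted p under 0.05 in G&N-L against G&N, and 784 had an unadjusted p under 0.05, against 867 given by chance alone. At the volcano-plot criterion 466 genes were lower and 315 were higher. The number of genes with an adjusted p under 0.05 was 42 without a filter on low counts, and moved most, to 55, with DESeq2 on all genes with at least 1 count, chosen after seeing the data. Of the genes that the paper names, 11 were tested and 0 reached an unadjusted p under 0.05. With all 14 libraries in one fit, Kdm4b, Kdm5b, Sox30 and Zfp622 passed the volcano-plot criterion, 1 lower and 3 higher. Fgf5 and Sox30 passed it without a filter and with DESeq2 on all genes, 1 lower and 1 higher. Dppa5a was at 55.5 ± 9.79 CPM (SD, n = 2) in G&N-L and 36.9 ± 11.8 CPM (SD, n = 2) in G&N, a log2 fold change of 0.59 (standard error 0.315, adjusted p = 1.00, edgeR quasi-likelihood test), and that of Dppa4 was -0.05. Of the 6 Dppa genes tested, 2 were lower with TMM, the size factors of DESeq2 and library totals, over a range of -0.33 to 0.59. Of the 55 Usp genes tested, 34 were lower with TMM, 32 with the size factors of DESeq2 and 35 with library totals, over a range of -2.49 to 1.09, and at the volcano-plot criterion 2 were lower and 0 were higher. In place of the minor ZGA gene list of the paper, 34 symbols of minor ZGA markers were used, of which 29 were found and 24 tested. Their median log2 fold change was 0.29, and 11 were lower in G&N-L. The adjusted p was 0.437 by limma's camera test and 0.868 by limma's fry test, and the list varied between replicates by 1.10 (SD, log2 scale). The median was -0.84 without G&N-L replicate 1 and 0.87 without G&N-L replicate 2, and 0.55 and 0.52 without G&N replicate 1 and 2, so its direction rested on G&N-L replicate 1. The summed level of the 29 markers was 584 to 852 CPM in the early 2-cell libraries and 3782 to 7056 CPM in the late 2-cell libraries, and 27 of them were higher in late than in early 2-cell G&N embryos. With this spread, a shift of this size was not detectable. Since most markers were higher at the late stage, the list may not measure minor ZGA, which the paper places before that stage.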

To test whether minor ZGA is affected by the deprivation of lactate, we performed RNA-seq on early 2-cell embryos (30 h post-hCG) with lactate deprivation at 24 h post-hCG, and found that the expressions of seldom genes were significantly affected (Fig. 2E; Table S2), while the expression level of minor ZGA genes showed no significant difference (Fig. 2F). To confirm the failure of major ZGA, total *de novo* transcripts were detected via 5ʹ-ethynyluridine (EU) staining; the EU signal was remarkably decreased in the lactate-deprived embryo (Fig. 2G), and also in the enrichment of Pol II Ser2P in the nucleus (Fig. 2H). In addition, the FiLa sensor showed apparently high lactate levels in the nucleus at the late 2-cell stage when major ZGA occurs (Fig. 2I). Together, these results demonstrate that major ZGA is severely impaired in the absence of lactate.

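The difference between the change at the late and at the early 2-cell stage was tested as an interaction in the 8 libraries of G&N and G&N-L. Of 22287 genes, 0 had an adjusted p under 0.05 by edgeR's quasi-likelihood test, the smallest adjusted p was 0.487, and 1683 had an unadjusted p under 0.05. With DESeq2, 231 genes had an adjusted p under 0.05. For the late 2-cell-induced genes, the median log2 fold change without lactate was 0.12 at the early stage, and the median interaction was -0.86 (limma's camera, adjusted p = 1.4e-16 over 5 lists; limma's fry, adjusted p = 0.0333). The early G&N libraries entered both the choice of these genes and the early change, so chance low values there can raise the early change and enlarge the interaction. For the minor ZGA markers, the interaction was -0.51 (limma's camera, adjusted p = 0.693). Across 17151 genes, the change without lactate in late 2-cell embryos had a correlation of r = -0.236 (rho = -0.339) with the change from early 2-cell G&N embryos to the late 2-cell libraries labelled WT, and r was -0.128 without late 2-cell G&N-L replicate 2. Genes are not independent replicates, and no p was computed. From the RNA-seq data, the EU and Pol II Ser2P signals and the FiLa sensor, the paper concludes that major ZGA is impaired without lactate.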

**Figure 2.**
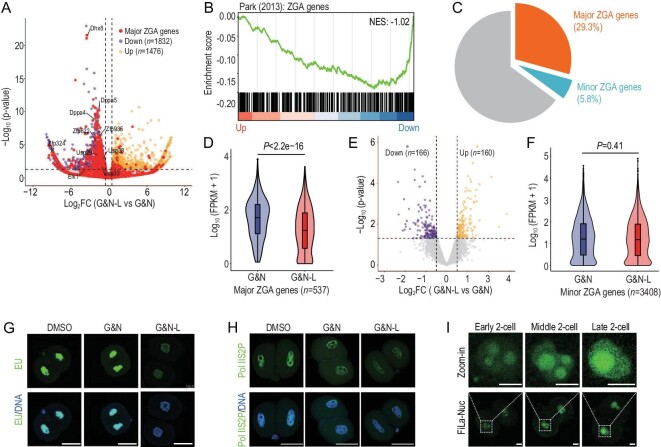
Loss of lactate results in failure of major ZGA in early embryos of mice. (A) RNA-seq analysis of late 2-cell embryos from the G&N and G&N-L groups. Volcano plot showing changes in gene expression. Yellow and purple dots indicate upregulated and downregulated genes, and red dots indicate major ZGA genes. (B) Gene set enrichment analysis (GSEA) of ZGA genes shows preferential downregulation in late 2-cell embryos from the G&N-L group. (C) Fractions of minor ZGA, major ZGA, and other coding genes among the downregulated genes in (A). (D) Violin plot showing the significant downregulation of major ZGA genes in the G&N-L group. (E) RNA-seq analysis of early 2-cell embryos from the G&N and G&N-L groups. Volcano plot showing changes in gene expression. Yellow and purple dots indicate upregulated and downregulated genes. (F) Violin plot showing that the expressions of minor ZGA genes had no significant change between the G&N and G&N-L groups. (G) 5ʹ-Ethynyluridine (EU) staining showing a remarkable decrease in total *de novo* transcripts in late 2-cell embryos of the G&N-L group. Scale bars, 50 μm. (H) IF of Pol II Ser2 of late 2-cell embryos showing a remarkable decrease in the G&N-L group. Scale bars, 50 μm. DMSO, mKSOM culture medium plus DMSO; G&N, mKSOM culture medium plus Gne140 and NMN; G&N-L, mKSOM culture medium without lactate plus Gne140 and NMN. (I) Fluorescence images of mouse 2-cell embryos expressing FiLa in the nucleus. Scale bars, 20 μm. Differences between means were calculated using two-tailed Student's *t*-test.

### H3K18lac is reduced by deprivation of lactate and affects major ZGA

Lactate is the substrate for protein lactylation [11]. Considering that the high level of lactate was enriched in the nuclei of 2-cell embryos, we focused on the changes in histone lactylations. By IF analysis of 11 specific histone lactylation sites, we found that the H3K18lac level was markedly reduced in the 2-cell embryos of the lactate-deprived group (Fig. 3A and Fig. S3A). Furthermore, through IF analysis, we observed that H3K18lac was dramatically changed during mouse preimplantation development *in vivo* and *in vitro* (Fig. 3B and Fig. S3B). In contrast to the weak signal in MII oocytes, H3K18lac was established in zygotes and showed a strong H3K18lac signal in the nuclei of 2-cell embryos, especially at the late 2-cell stage (Fig. 3B and Fig. S3B, S3C). To further detect the role of H3K18lac on mouse preimplantation development, we injected mutant H3K18R mRNAs of H3.1, H3.2 and H3.3 into early zygotes at 14 h post-hCG. The loading of H3 on the nuclei in the injected groups was normal as confirmed by IF (Fig. S3D). We found the mixture of the mutant H3K18R mRNAs injection, but not the wildtype mRNAs, resulted in developmental arrest at the 2-cell stage (Fig. 3C and D), suggesting the important role of the lysine 18 sites. As expected, the H3K18lac enrichment was decreased by the overexpression of mutant H3K18R mRNAs mixture (Fig. 3E). In addition to lactylation, the acetylation of the lysine 18 sites is also an important active modification in vertebrates [14]. IF showed that H3K18ac was mainly established at the 8-cell stage and no remarkable signal was observed in 2-cell embryos (Fig. S3E). The results suggest that the developmental arrest by overexpression of mutant H3K18R mRNAs, at least in part, can be contributed to the failure of H3K18lac establishment. 

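For the mutant experiment, zygotes were injected at 14 h post-hCG with 200 ng/μL of a mixture of H3.1, H3.2 and H3.3 mRNA, either wild-type (WT) or with lysine 18 changed to arginine (H3K18R), and late 2-cell embryos were sequenced. The sample titles name the mutant H3K18R, and the columns of the count table name it K18A. The counts of the 2 libraries per group totalled 20350427 and 21215017 in H3K18R and 22200357 and 32012136 in WT, and a count of 0 allows up to 0.0937 to 0.147 CPM. The same filter kept 17704 genes. H3c1 (ENSMUSG00000069265.3, chromosome 13 of mm39, 23945836 to 23946369), an H3.1 gene, had 43643 and 83390 counts in the H3K18R libraries and 4 and 3 in the libraries labelled WT, a log2 fold change of 14.40 (standard error 0.648, adjusted p = 0.0220, edgeR quasi-likelihood test). No H3 gene had an adjusted p under 0.05 and a higher level in the libraries labelled WT than in late 2-cell G&N embryos, which were not injected. The highest log2 fold change of the 5 H3 genes tested there was 0.70, for H3f3a (adjusted p = 0.0995, edgeR).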

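In H3K18R against the libraries labelled WT, H3c1 was the only gene with an adjusted p under 0.05, and 1141 genes had an unadjusted p under 0.05, against 885 given by chance alone. Past the volcano-plot criterion, 473 genes were lower and 668 higher. With DESeq2 on the same genes, 118 had an adjusted p under 0.05. Dppa5a was at 1047 ± 439 CPM (SD, n = 2) in H3K18R and 1748 ± 267 CPM (SD, n = 2) in WT, a log2 fold change of -0.74 (standard error 0.368, adjusted p = 0.830, edgeR quasi-likelihood test). It was -0.37 without H3K18R replicate 2 and -1.25 without H3K18R replicate 1. Usp29 was at 52.2 ± 25.4 CPM in H3K18R and 99.6 ± 5.65 CPM in WT, a log2 fold change of -0.93 (standard error 0.418, adjusted p = 0.830 by edgeR), which was -0.51 without H3K18R replicate 2 and -1.54 without H3K18R replicate 1. Kdm4b (ENSMUSG00000024201.13, chromosome 17, 56632913 to 56714338) had 4 and 5 counts in H3K18R and 15 and 193 in WT, a log2 fold change of -3.97 (standard error 1.62, adjusted p = 0.785 by edgeR). Without WT replicate 2 it was -1.64. Of the named genes, 16 were tested, 14 lower and 2 higher in H3K18R. None had an unadjusted p under 0.05 by edgeR, and 0 had an adjusted p under 0.05 over all genes tested or adjusted over the list alone, with a smallest value of 0.205 for the list. Of the 7 Dppa genes tested, 6 were lower with TMM, the size factors of DESeq2 and library totals, over a range of -1.97 to 0.40, and 0 passed the volcano-plot criterion. Of the 53 Usp genes tested, 27 were lower with TMM and 24 with either of these scalings, over a range of -2.22 to 1.52, and 1 was lower and 2 were higher past the criterion.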

RNA-seq data showed the overexpression of mutant H3K18R mRNAs also led to the failed expressions of some major ZGA genes, such as *Dppa5a, Usp29* and *Kdm4b* (Fig. 3F and G; Table S3). In addition, the comparative analysis of the transcriptomes of the lactate-deprived and H3K18R-mutated embryos exhibited 475 commonly downregulated major ZGA genes (Fig. 3H). Therefore, we suggest the role of lactate-derived H3K18lac in regulating major ZGA.

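Over the 16248 genes tested in both comparisons, 1326 were lower in late G&N-L than in G&N and 383 were lower in H3K18R than in the libraries labelled WT at the volcano-plot criterion. Both held for 68 genes, against 31.3 given by chance, with an odds ratio of 2.51 (Fisher's exact test, p = 1.0e-09, across genes that are not independent). With DESeq2 the number of shared genes was 147. Of the 2537 lines of Table S4, a list chosen after seeing the data, 1998 are held, so its overlaps cover that part only. Among the 1679 held genes tested in both, 20 were shared against 15.5 given by chance (odds ratio 1.42, Fisher's exact test, p = 0.191). With DESeq2 on all genes with at least 1 count, 50 were shared against 26.8 (odds ratio 2.64, Fisher's exact test, p = 1.3e-06). Among the 3509 late 2-cell-induced genes drawn with the libraries labelled WT, which are also the controls of H3K18R, 56 were shared against 54.2 (odds ratio 1.05, Fisher's exact test, p = 0.748). Among the 1561 drawn with the late G&N libraries, which are also the controls of G&N-L, 29 were shared against 23.1 (odds ratio 1.47, Fisher's exact test, p = 0.149). A log2 fold change under -0.5 in both comparisons, without a criterion on p, was found for 1719 genes against 1222 given by chance, and for 344 of the genes of Table S4 against 292. The correlation of the log2 fold changes across genes was r = 0.0723 (rho = 0.192). It ran from r = 0.042 (rho = 0.104) with DESeq2 on all genes to r = 0.247 (rho = 0.301) with at least 10 counts in every library. The 2 comparisons share no library with each other.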

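For the H3K18R embryos, late 2-cell-induced genes were taken from late against early 2-cell G&N embryos, so that no library of the comparison entered the list. Of its 1591 genes, 1561 were tested. Their median log2 fold change in H3K18R against the libraries labelled WT was -0.30, and 1089 were lower. The adjusted p was 7.1e-08 by limma's camera test, but 0.438 by limma's fry test, and the call held neither under fry nor with an estimated correlation. The shift rested on H3K18R replicate 2: the median was -0.06 without it and -0.66 without H3K18R replicate 1. For 1762 genes of Table S4, chosen after seeing the data, the median was -0.28 (limma's fry, adjusted p = 0.353 over 4 comparisons). It was -0.11 without H3K18R replicate 2 and -0.62 without H3K18R replicate 1. The median log2 fold change of the ribosomal protein genes was -0.63, with all 79 lower and a spread of 0.351 between replicates (SD). The paper proposes that H3K18lac derived from lactate has a role in regulating major ZGA. Besides the genes lower in both experiments, it gives lower H3K18lac staining without lactate and with H3K18R. It also gives the 2-cell arrest with mutant but not wild-type mRNA, and no remarkable H3K18ac signal in 2-cell embryos.

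**Figure D2:**
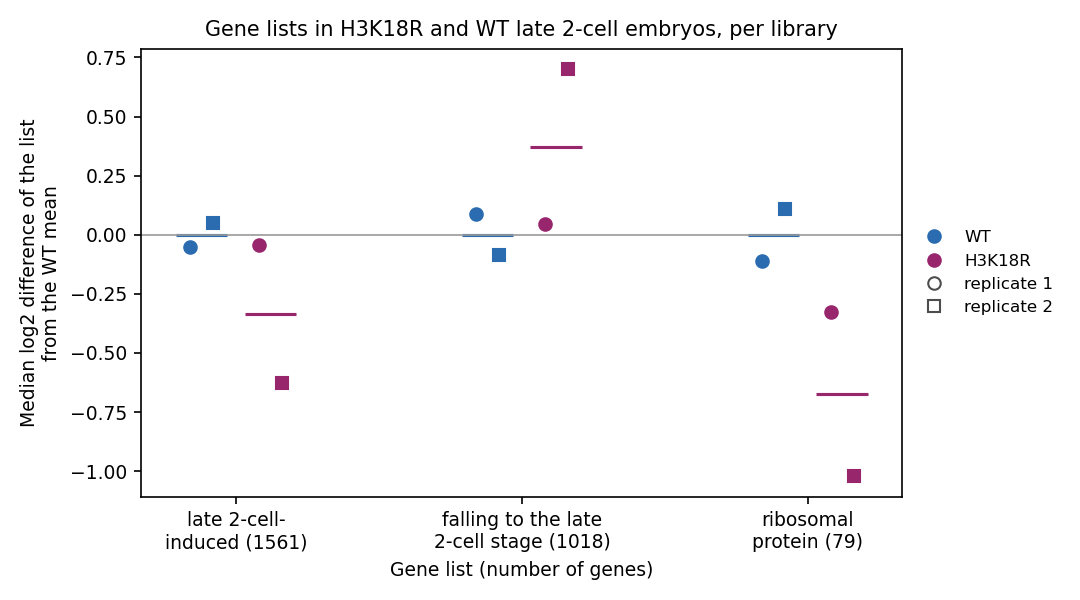
Median log2 level of each gene list in the H3K18R libraries and the libraries labelled WT, relative to the mean of the libraries labelled WT. Points are libraries (n = 2 per group), and for the ribosomal protein genes H3K18R replicate 1 lies at -0.33 and replicate 2 at -1.02.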

**Figure 3.**
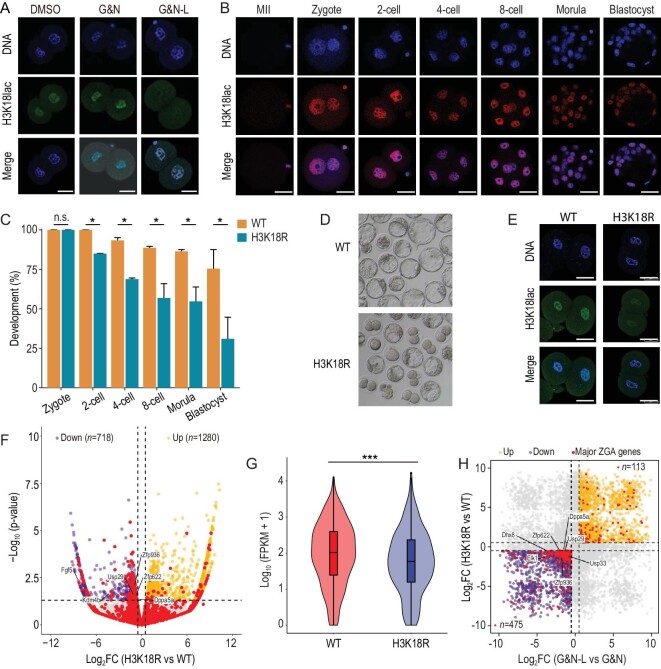
H3K18lac is reduced by deprivation of lactate and affects major ZGA. (A) IF of late 2-cell embryos shows that H3K18lac is remarkably decreased in the G&N-L compared to the other groups. DMSO, mKSOM culture medium plus DMSO; G&N, mKSOM culture medium plus Gne140 and NMN; G&N-L, mKSOM culture medium without lactate plus Gne140 and NMN. Scale bars, 50 μm. (B) IF of H3K18lac during the development of preimplantation embryos developing *in vivo* in mice. Representative images are shown. Scale bars, 50 μm. (C and D) Development rates of embryos with overexpressions of wide type (WT) and mutated H3 mRNAs (H3K18R). Error bars are SEM. n.s. means not significant. *P < 0.05. (E) IF of late 2-cell embryos showing that H3K18lac is decreased by overexpressing H3K18R mRNAs. Scale bars, 50 μm. (F) RNA-seq analysis of late 2-cell embryos with overexpressions of wide type (WT) and mutated H3 mRNAs (H3K18R). Volcano plot shows changes in gene expression. Yellow and purple dots indicate upregulated and downregulated genes, and red dots indicate major ZGA genes. (G) Violin plot showing the significant downregulation of major ZGA genes in the H3K18R mRNAs-overexpressed group. ***P < 0.001. (H) Comparative analysis of the RNA-seq data of the lactate-deprived and H3K18R-mutated embryo. Yellow and purple dots indicate commonly upregulated and downregulated genes, respectively. Red dots represent the major ZGA genes. Differences between means were calculated using two-tailed Student's *t*-test.

### Dynamics of H3K18lac during the development of preimplantation embryos in mice

To figure out how H3K18lac functions on major ZGA, we first used cleavage under targets and tagmentation (CUT&Tag) to generate genome-wide H3K18lac histone modification maps for zygote, late 2-cell, 4-cell, 8-cell, morula, ICM, and TE of blastocyst. The strong correlations between the biological replicates confirmed data quality (Fig. S4A). Hierarchical clustering distinguished the stages (Fig. 4A), and multiple dimensional scaling (MDS) separated the late 2-cell embryo from the embryos at other stages, showing the specific manner of H3K18lac at the late 2-cell stage (Fig. 4B). Dramatic changes of H3K18lac distributions were observed (Fig. S4B), and we found that H3K18lac correlated with H3K27ac, and excluded to H3K27me3 (Fig. S4C). The genomic coverage analysis revealed that the H3K18lac modification was present at the highest level in the 2-cell embryos, and more peaks were enriched at the promoter at late 2-cell stage than those at other stages (Fig. 4C). More importantly, the peaks of H3K18lac at the promoter regions of major ZGA genes were significantly higher than those of minor ZGA genes and other coding genes (Fig. 4D). In addition, the expressions of most major ZGA genes exhibited high correlation with H3K18lac (Fig. 4E), such as *Usp29* (Fig. 4F). We also found the downregulated genes in the lactate-deprived group showed significantly high H3K18lac enrichment comparing to the upregulated genes (Fig. S4D), suggesting that alteration in transcriptome of the lactate-deprived 2-cell embryos may be associated with the loss of H3K18lac. Taken together, these data clearly show that H3K18lac is enriched in the promoters of major ZGA genes in 2-cell embryos, and may correlate with their expressions.

**Figure 4.**
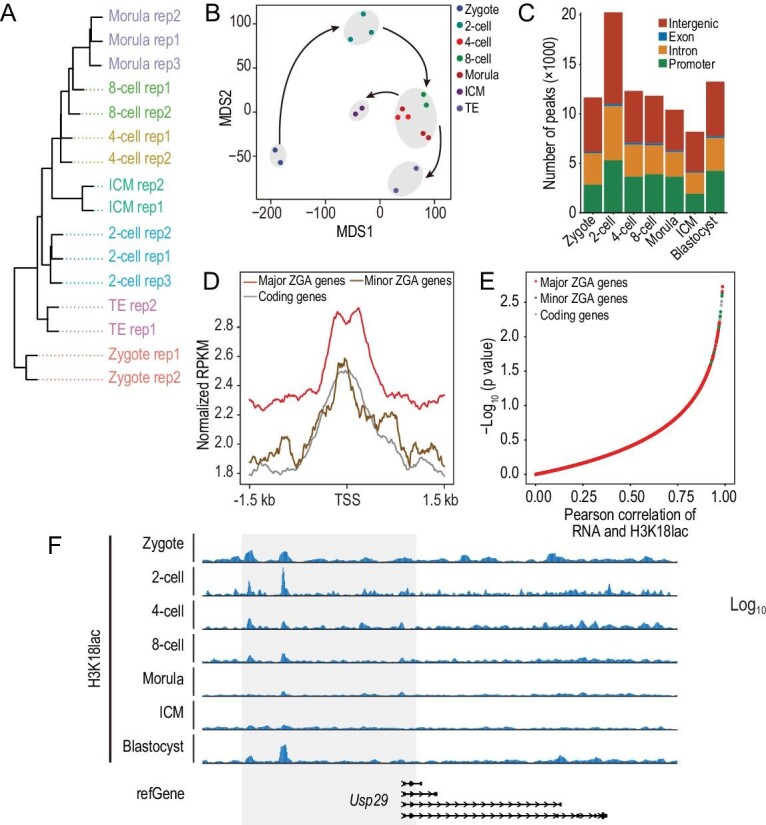
H3K18lac genome-wide distribution in preimplantation embryos of mice. (A) Unsupervised clustering of H3K18lac signals among the embryos at the stages indicated. (B) MDS analysis of H3K18lac profiles. Different colors indicate different developmental stages and lineages. ICM, inner cell mass; TE, trophoblast. (C) Fraction of the mouse genome covered by H3K18lac reads at different developmental stages, and percentages of H3K18lac peaks assigned to the promoter, intron, exon, and intergenic regions. (D) Metaplot of H3K18lac enrichment at the promoters of minor and major ZGA, and other coding genes at the late 2-cell stage. (E) Pearson correlation analysis of gene expression and H3K18lac enrichment at the gene promoters in mouse preimplantation embryos. Red, green and grey dots represent major ZGA, minor ZGA, and coding genes, respectively. (F) Genome browser view of H3K18lac signals at the *Usp29* locus during the development of the preimplantation embryo.

### H3K18lac promotes the expression of major ZGA genes

Lac-CoA has been shown to be the substrate for histone lactylation [11]. We found injection of 1 mM Lac-CoA into zygotes deprived of lactate at 24 h post-hCG could rescue the reduced H3K18lac level (Fig. 5A), and the failed expressions of major ZGA genes checked by RNA-seq, including *Dppa* and *Usp* genes (Fig. 5B; Table S4), and the developmental arrest (Fig. 5C and D). 

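For the RNA-seq of the rescue, zygotes were injected with 1 mM Lac-CoA and cultured in the G&N-L medium to the late 2-cell stage. The deposited labels name the addition CoA, and the paper names it Lac-CoA. The 2 libraries totalled 38555609 and 38053097 counts, at which a count of 0 allows up to 0.0778 to 0.0788 CPM. They were compared with the late 2-cell G&N-L libraries by the same filter, normalization and test over 19610 genes.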

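In G&N-L + Lac-CoA against G&N-L, 0 genes had an adjusted p under 0.05, and 2609 genes had an unadjusted p under 0.05, against 980.5 given by chance alone. Past the volcano-plot criterion, 1352 genes were higher and 1234 lower. With DESeq2, 1183 genes had an adjusted p under 0.05. With library totals in place of TMM, the log2 fold change of all genes shifted by 0.108 in the median. Of the 16 named genes tested, all were higher with Lac-CoA, 7 had an unadjusted p under 0.05 by edgeR, 0 had an adjusted p under 0.05 over all genes tested and 7 had one when adjusted over the list alone, which the study chose on these libraries. Dppa4 was at 178 ± 19.2 CPM (SD, n = 2) with Lac-CoA and 85.0 ± 5.59 CPM (SD, n = 2) in G&N-L, a log2 fold change of 1.07 (standard error 0.202, adjusted p = 0.294, edgeR quasi-likelihood test). For Dppa5a it was 0.73 (standard error 0.198, adjusted p = 0.301 by edgeR), and for Usp38 0.60 (standard error 0.237, adjusted p = 0.379 by edgeR). Usp29 rose by 0.87 (standard error 0.454, adjusted p = 0.522 by edgeR), and by 0.36 without Lac-CoA replicate 2. Usp33 had a log2 fold change of 0.32 (standard error 0.562, adjusted p = 0.918 by edgeR), and it was -0.46 without Lac-CoA replicate 1 and 0.07 without G&N-L replicate 2. Of the 6 Dppa genes tested, 4 were lower with TMM and 3 with library totals, and of the 56 Usp genes 26 were lower with TMM, 27 with the size factors of DESeq2 and 23 with library totals. Past this criterion, 2 Dppa genes were higher, and 3 Usp genes were higher and 4 lower. The median log2 fold change of the late 2-cell-induced genes, drawn with the libraries labelled WT, was 0.67 over 3531 genes, of which 710 were lower, and it stayed between 0.52 and 0.84 without 1 library at a time. The adjusted p was 2.5e-25 by limma's camera test and 0.0509 by limma's fry test, and the call did not hold with an estimated correlation. For 1773 genes of Table S4, chosen after seeing the data, the median was 0.51 (limma's fry, adjusted p = 0.0864 over 4 comparisons). Past the criterion in both comparisons, 670 genes were lower without lactate and higher with Lac-CoA, against 77.2 given by independence. Both comparisons share the G&N-L libraries, and simulated data without an effect of Lac-CoA gave 64 to 94 such genes. The simulation drew each gene independently, so it holds no shift shared by many genes of a library. The paper states that Lac-CoA could rescue the expression of major ZGA genes.

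**Figure D3:**
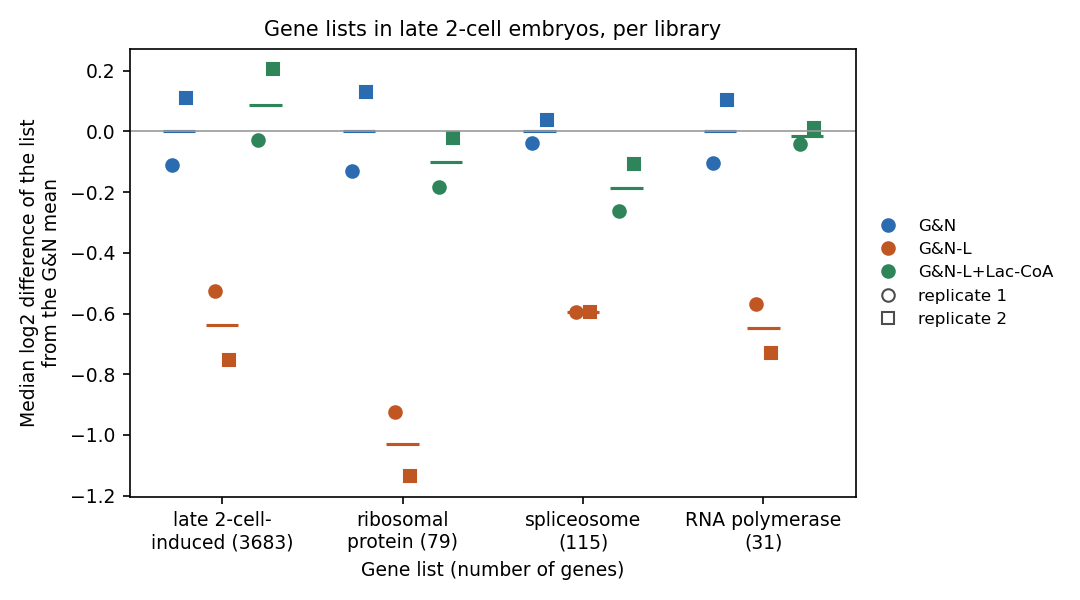
Median log2 level of each gene list in late 2-cell libraries, relative to the mean of the G&N libraries. Points are libraries (n = 2 per group), and for the late 2-cell-induced genes the G&N-L libraries lie at -0.53 and -0.75 and the G&N-L + Lac-CoA libraries at -0.03 and 0.21.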

To investigate the role of H3K18lac on major ZGA, we generated genome-wide H3K18lac maps of late 2-cell embryos from the group with Lac-CoA addition using CUT&Tag. Compared to the lactate-deprived embryos, the average enrichment of H3K18lac signals was remarkably recovered by Lac-CoA, also at the promoter regions (Fig. 5E). Importantly, Lac-CoA could rescue the H3K18lac enrichment in promoter regions of the majority of major ZGA genes (Fig. 5F). The RNA-seq and CUT&Tag data showed that the H3K18lac enrichment in promoter regions was positively correlated with the expression levels of major ZGA genes (Fig. 5F), such as *Usp29* (Fig. 5G). Furthermore, the major ZGA genes with high H3K18lac enrichment (1 004 vs 2 099) showed significantly higher expressions (Fig. 5H), and Pol II loading on the TSS and TES regions (Fig. 5I), suggesting H3K18lac may facilitate Pol II loading to promote expressions of major ZGA genes. Collectively, our results indicate that lactate regulates major ZGA, alternatively via H3K18lac.

**Figure 5.**
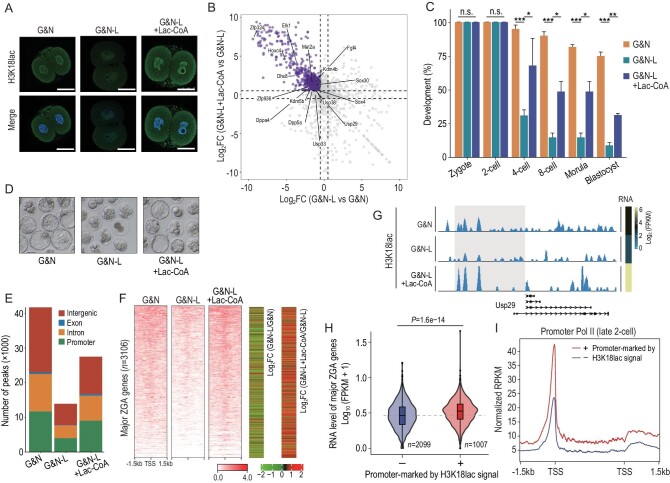
Lac-CoA can rescue the abnormal phenotypes caused by deprivation of lactate. (A) IF of H3K18lac in late 2-cell embryos from the groups indicated. Scale bars, 50 μm. (B) RNA-seq analysis showing the expressions of major ZGA genes rescued by the addition of 1 mM Lac-CoA. Purple dots indicate the rescued major ZGA genes. (C and D) Development rates of embryos from the groups indicated. Three experimental replicates were performed. Error bars are SEM. n.s. means not significant. *P < 0.05; **P < 0.01; ***P < 0.001. (E) Fraction of the mouse genome covered by H3K18lac reads in the groups indicated, and percentages of H3K18lac peaks assigned to the promoter, intron, exon, and intergenic regions. (F) Heatmap (left panel) of H3K18lac signals ranked by their relative changes among the groups indicated. Heatmap (right panel) showing the expression changes of major ZGA genes between the groups indicated. (G) Genome browser view of H3K18lac signals at the *Usp29* locus of late 2-cell embryos from the groups indicated. G&N, mKSOM culture medium plus Gne140 and NMN; G&N-L, mKSOM culture medium without lactate plus Gne140 and NMN; G&N-L + Lac-CoA, zygotes injected into 1 mM Lac-CoA and cultured in mKSOM medium without lactate plus Gne140, NMN. (H) Violin plot showing the significantly upregulated expressions of major ZGA genes with H3K18lac enrichment. (I) Metaplot showing the higher Pol II loading on the locus of major ZGA genes with H3K18lac enrichment. Differences between means were calculated using two-tailed Student's *t*-test.

### H3K18lac is temporally concomitant with major ZGA in early embryos of humans

The finding that lactate via its derived H3K18lac regulates major ZGA, and for further embryonic development of mouse embryos, led us to investigate whether a conserved mechanism might operate in human embryos. To this end, we were granted access to a small number of human embryos from fertilization clinics through a fully consented and documented process. As in mice, we found the high level of lactate enrichment in nuclei at the 8-cell stage (Fig. 6A and Fig. S5A, S5B), when major ZGA bursts occurred in humans. IF showed that the high H3K18lac signals were observed in the 8-cell embryo, while the signals were low in the 4-cell embryos and morula (Fig. 6B). To investigate the role of H3K18lac in human ZGA, we performed genome-wide H3K18lac profiling of human embryos. Because of the small number of samples, we developed a single-cell CUT&Tag (scCut&Tag) approach. First, the approach was performed on H3K4me3 using single 2-cell embryos of mice. The H3K4me3 signals detected by scCut&Tag showed high correlation and similar pattern with those detected by ULI-NChIP and Cut&Tag using bulk cells in our previous study [15] and the study shown in Fig. S6A, S6B. We then titrated a range from 100 to 1 2-cell mouse embryos to validate the approach. We found strong correlations between the number of embryos and the H3K18lac signals even at the single 2-cell embryo level (Fig. S6C), and the chromatin landscapes of the ultra-low samples closely matched profiles generated in bulk samples, indicating the accuracy of the approach (Fig. S6D). Then, we performed detection on human embryos from the 4-cell to blastocyst stages. Hierarchical clustering analysis could distinguish samples at different stages (Fig. 6C), and MDS separated the 8-cell and 16-cell embryos from the embryos at other stages (Fig. 6D), showing the specific role of H3K18lac on ZGA in humans. Genomic coverage analysis revealed the highest ratio of H3K18lac peaks enrichment at the promoter regions in 8-cell embryos (Fig. 6E). Furthermore, we classified the 8-cell embryo signature genes classified by a recent study [16] into those highly expressed in 4-cell (cluster I) and 8-cell (cluster II) embryos, respectively. Importantly, the promoter regions of hundreds of these genes, including human ZGA markers (such as *ZSCAN4* and *TPRX1*), were highly enriched with H3K18lac peaks that correlated with their expressions (Fig. 6F). The results reveal the expressions of the key human 8-cell embryo signature genes are associated with H3K18lac enrichment.

**Figure 6.**
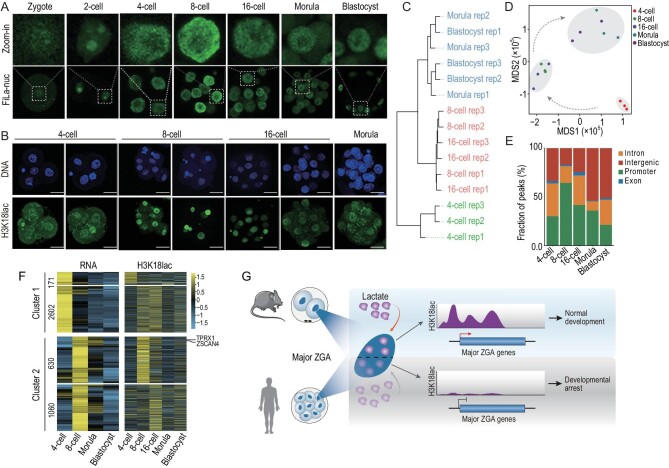
H3K18lac-enriched ZGA markers in human 8-cell embryos. (A) Fluorescence images of human embryos from different stages expressing FiLa in nuclei. (B) IF of H3K18lac of human 4-cell, 8-cell, 16-cell, and morula embryos. Scale bars, 50 μm. (C) Unsupervised clustering of H3K18lac signals among the embryos at the stages indicated. (D) MDS analysis of samples in the indicated stages. Different colors indicate different developmental stages. (E) Ratio of fraction of the human genome covered by H3K18lac reads in the indicated developmental stages, and percentages of H3K18lac peaks assigned to the promoter, intron, exon, and intergenic regions. (F) Heatmaps of H3K18lac enrichment (right panel) in 8-cell signature genes indicated in human embryos; left panel, corresponding RNA levels. (G) Lactate in nuclei when major ZGA occurs in humans and mice during preimplantation development and a model of lactate-derived H3K18lac regulating major ZGA.

## DISCUSSION

Cell metabolism provides not only energy but also substrates or cofactors for epigenetic remodeling, which is important in preimplantation embryo development in mammals. Some metabolic changes are attributed to changes in chromatin status and therefore are associated with developmental progression [4,17]. In this study, we observe lactate is highly enriched in the nuclei of early embryos when major ZGA occurs in humans and mice, and, in absence of lactate, mouse embryos fail in major ZGA with developmental arrest at the 2-cell stage, and show the role of lactate-derived H3K18lac in major ZGA (Fig. 6G).

The preimplantation embryo takes up nutrients from the oviductal fluid. The developmental program is recapitulated for *in vitro* culture of embryos in a defined medium, which contains most of the components of oviductal fluid, including pyruvate, lactate, and glucose [18,19]. Pyruvate is indispensable for the development of mouse embryos beyond the 2-cell stage [20], and glucose is essential for the morula-to-blastocyst transition [21]. Lactate supports the development of early embryos of mice after the 2-cell stage, but it is readily oxidized by 1- and 2-cell embryos [10]. However, because the LDH-mediated conversion of pyruvate into lactate is at a high level in the cleavage stage, removing lactate from the culture medium had no significant effect on *in vitro* development of preimplantation mouse embryos. KSOM contains lactate at 20 mM, indicating that a large amount of lactate is consumed at the early stages. In the zygote stage, pyruvate uptake and oxidation are significantly reduced in the presence of a high level of lactate, suggesting that lactate is converted into pyruvate [10]. Therefore, the interconversion of lactate and pyruvate may promote embryo adaptation to the microenvironment, particularly in the cleavage stages. By inhibiting the production and uptake of lactate, we found that preimplantation development of the mouse embryo is blocked in the 2-cell stage. Therefore, lactate is a key player in early developmental stages. Indeed, both lactate and pyruvate are indispensable for embryo development beyond the 2-cell stage, and they may regulate preimplantation embryo development by different mechanisms.

It has been shown that a number of enzymatically active mitochondrial enzymes associated with the TCA cycle are transiently and partially localized to the nucleus during ZGA. Pyruvate is essential for this nuclear localization [20]. In the study, we also show that LDH in the glycolysis pathway is localized in the nucleus, revealing the important role of the lactate mechanism in the nucleus in ZGA. The nuclear lactate level in the inhibitor treatment groups were already dramatically lower than the control group, indicating that a certain level of lactate in the nucleus of 2-cell embryos is indispensable for normal preimplantation development in mice. Thus, the nuclear lactate level is decreased by the inhibitor treatment, but the lactate uptake from culture medium is sufficient to support preimplantation development. Lactate can feed the TCA cycle in the mitochondria and also lactylate histones in the nucleus [11]. The interesting finding in the study is that lactate is temporarily localized to the nuclei in human and mouse embryos when major ZGA occurs, indicating the lactate-mediated epigenetic remodeling functions during ZGA. Histone lactylation directly promotes gene transcription [11]. In the late phase of M1 (proinflammatory) macrophage polarization, increased histone lactylation in promoter regions induces the expression of homeostatic genes and facilitates acquisition of the M2 (anti-inflammatory)-like phenotype [11]. To date, 28 lactylation sites on core histones have been identified, including H3K4, H3K18, H4K12 and H4K5 [22–26]. H3K18lac promotes the expression of YTHDF2, which recognizes and enhances the degradation of m6A-modified PER1 and TP53 mRNAs, thus driving oncogenesis [27]. In the study, we find that deprivation of lactate leads to a remarkable loss of H3K18lac in mouse 2-cell embryos. And the developmental arrest and failure of the major ZGA induced by lactate depletion, were recapitulated by the overexpression of mutant H3K18R mRNAs, and more importantly, recovered by addition of Lac-CoA, indicating the important role of H3K18lac in major ZGA. Investigation of the dynamic regulation of H3K18lac during the preimplantation development of mammalian embryos facilitates functional evaluation of lactate signaling pathways. For the first time, we profiled H3K18lac in the preimplantation embryos of humans and mice. This modification is enriched in major ZGA genes, and contributed to their expressions. Lactate can also activate the expression of ZGA markers, such as Zscan4 and MERVL, in mouse ESCs to induce the 2-cell-like cells. Thus, we also propose a critical function of lactate-mediated epigenetic remodeling in regulating totipotency.

In summary, lactate is indispensable for the preimplantation development of mammalian embryos, and we show the role of lactate-derived H3K18lac in major ZGA. This study was a preliminary exploration of lactate metabolism-epigenetic relationships in mammalian embryos. It would be interesting to determine whether the mechanism of normal development presented here has clinical relevance for infertility, which is often associated with metabolic disorders.

## MATERIALS AND METHODS

Detailed materials and methods are available in the Supplementary Data. This study was approved by the Institutional Review Board (IRB) of Chongqing Health Center for Women and Children (2019-603), China, in accordance with the measures of the People's Republic of China on the Administration of Human Assisted Reproductive Technology and the Helsinki Declaration. The research followed the principles of the Human Embryonic Stem Cell Ethics issued by the MOST and MOH and was regularly reviewed by the Medical Ethics Committee of Chongqing Health Center for Women and Children.

## Supplementary Material

nwad295_Supplemental_Files Click here for additional data file.

## Data Availability

Publicly available datasets analyzed in this work are available in GEO, the GSE ID shown below: Pol II (GSE135457), H3K4me3/H3K27ac (GSE72784, GSE185653), H3K4me3/H3K27me3 (GSE73952), H3K9me3 (GSE98149). All sequencing data of mouse embryos generated in this study have been deposited in GEO under accession GSE234027. All sequencing data of human embryos generated in this study have been deposited in GSA-Human under the accession number HRA004614 in PRJCA017054.

# Supplementary material for: Lactate regulates major zygotic genome activation by H3K18 lactylation in mammals
**Source:** Natl Sci Rev. 2023 Nov 20;11(2):nwad295. doi: 10.1093/nsr/nwad295
**Supplement:** nwad295_Supplemental_Files

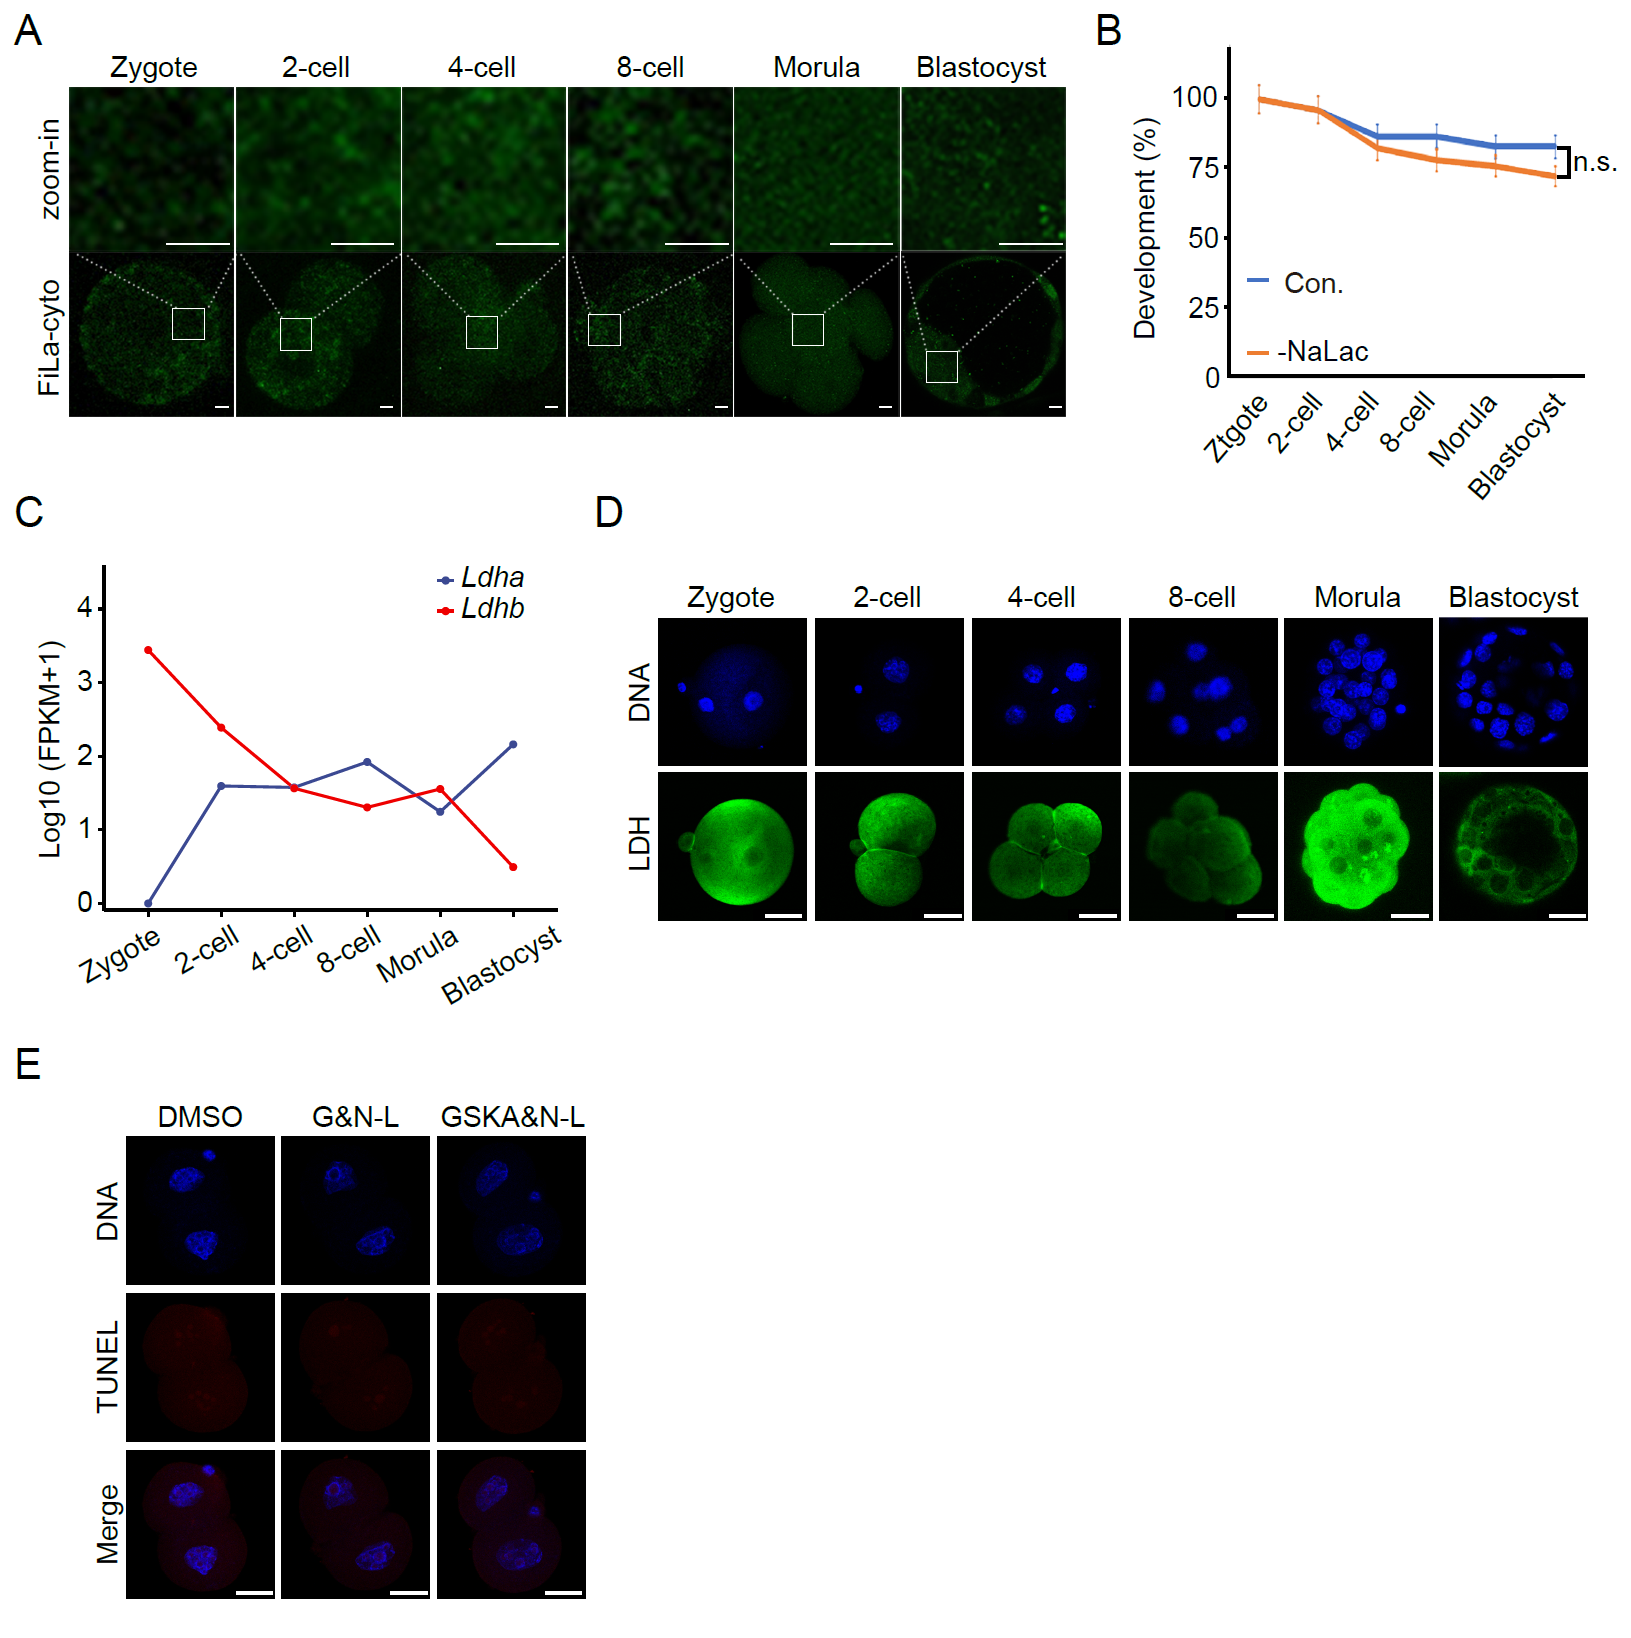

**Supplementary Fig. 1. Lactate is important for mouse early embryo. (A)** Fluorescence images of mouse embryos from different stages expressing FiLa in the cytoplasm. **(B)** Developmental rates of embryos in control and -Nalac groups. n.s. means no significant. **(C)** Expression patterns of *Ldha* and *Ldhb* according to RNA-seq data from mouse preimplantation embryos. **(D)** IF of LDH at various stages during preimplantation embryo development in mice. Scale bars, 50 μm. **(E)** TUNEL staining of mouse embryos at 2-cell stage from different groups. Scale bars, 50 μm.

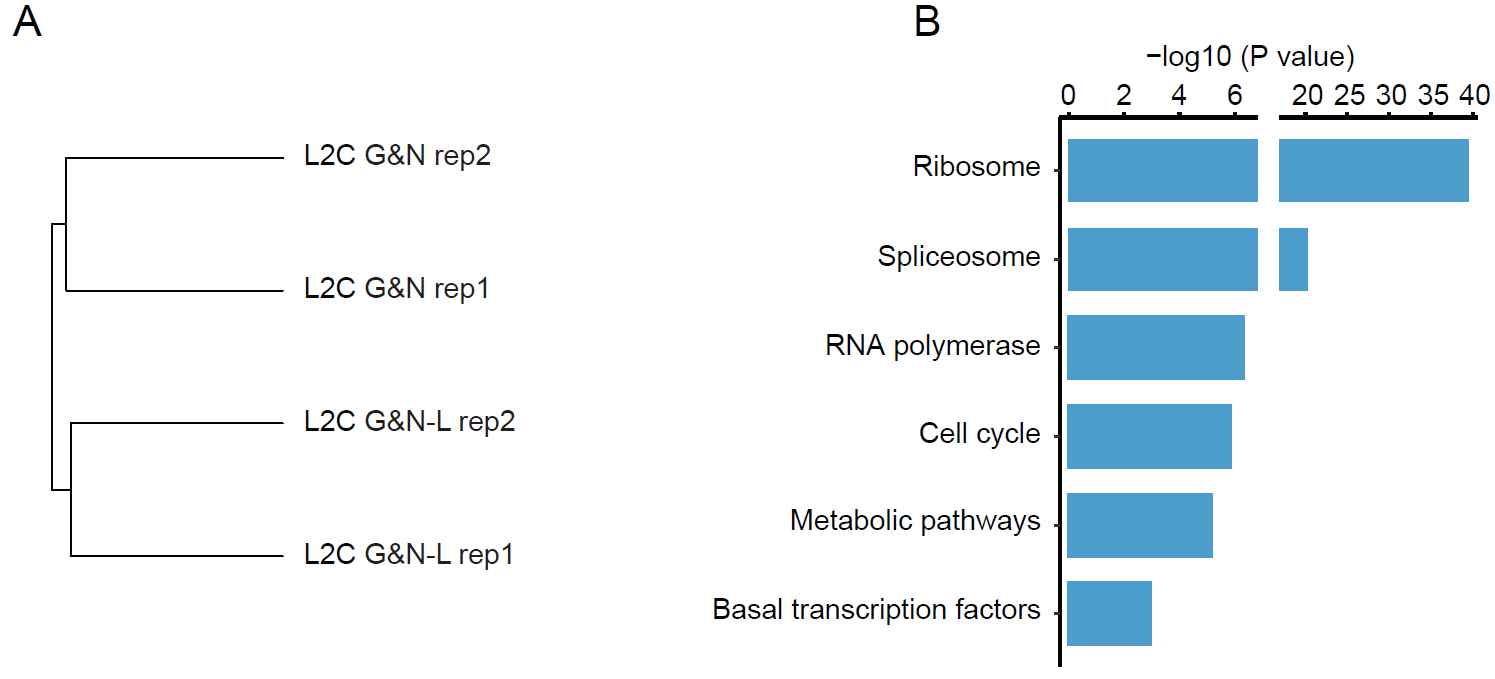

**Supplementary Fig. 2. Lactate is necessary for major ZGA in mouse early embryo. (A**) Unsupervised clustering of gene expression between groups indicated. **(B**) KEGG analysis of the downregulated genes in G&N-L group. G&N, mKSOM culture medium plus Gne140 and NMN; G&N-L, mKSOM culture medium without lactate plus Gne140 and NMN.

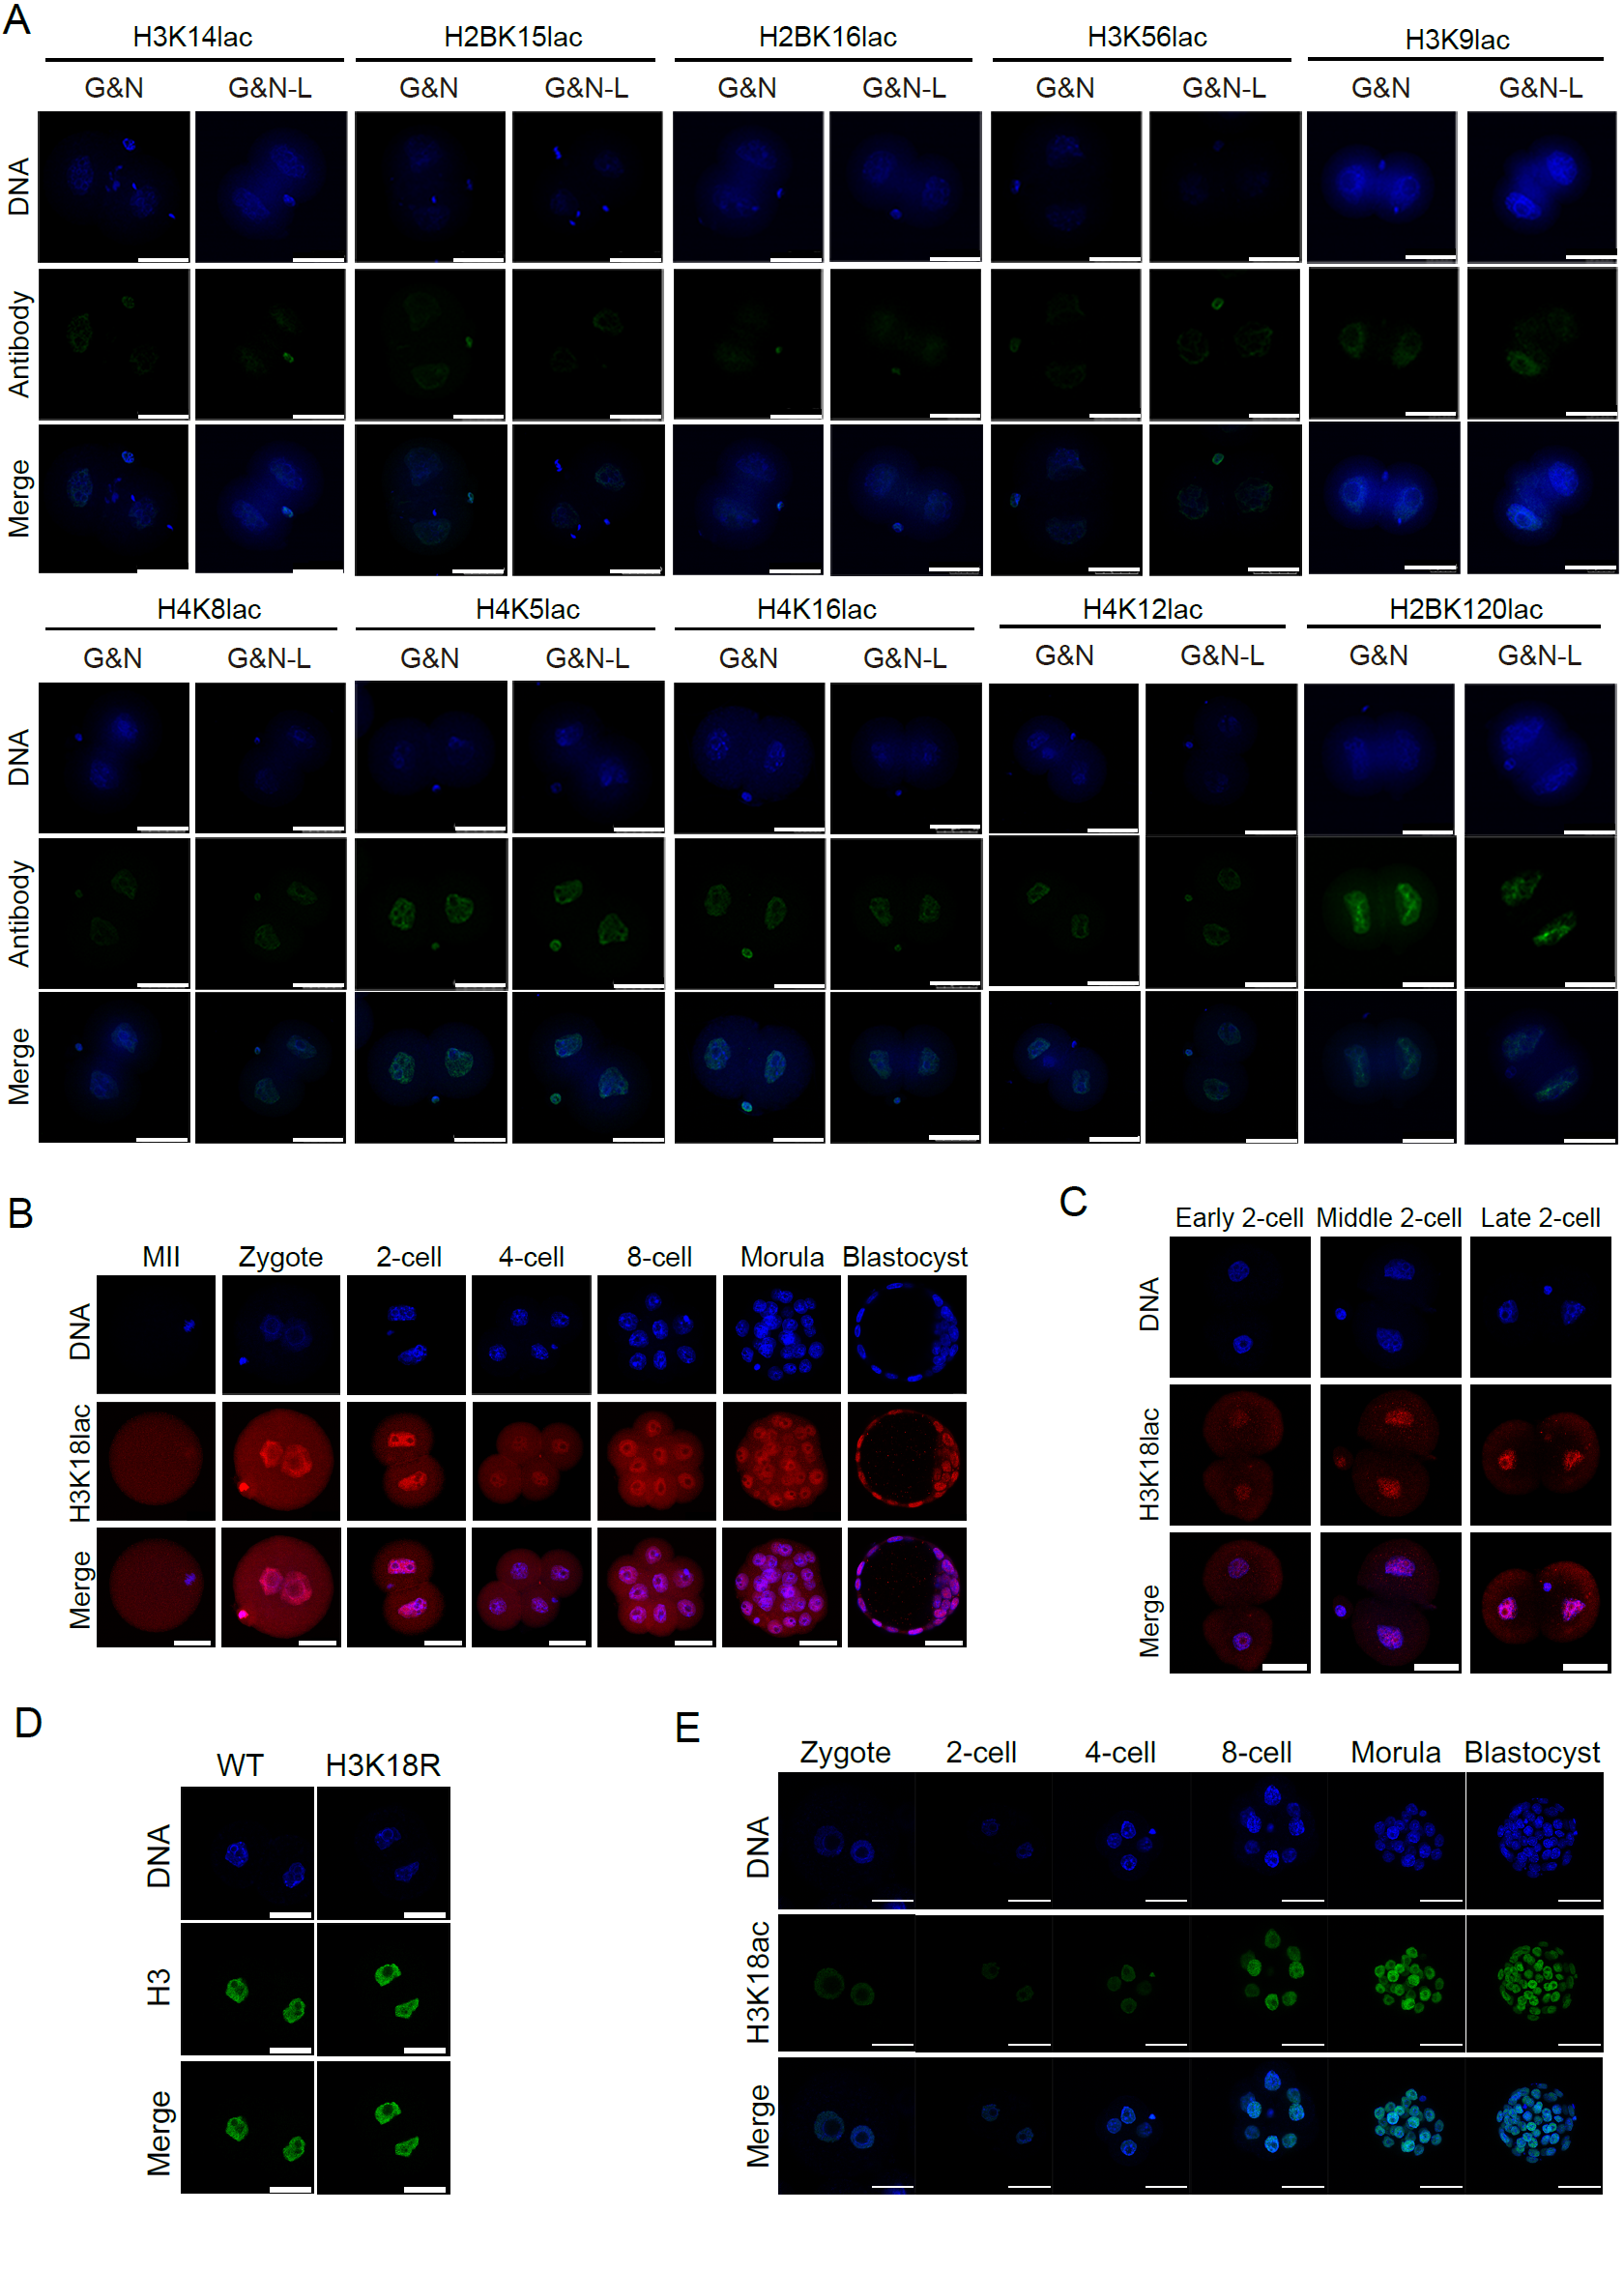

**Supplementary Fig. 3. Histone lactylations affected by deprivation of lactate. (A**) IF of specific histone lactylation sites with and without lactate. **(B**) IF of H3K18lac during the development of preimplantation embryos developing *in vitro* in mice. Representative images are shown. **(C)** IF of H3K18lac at early-, middle-, and late-2-cell embryos in mice. **(D)** IF of late 2-cell embryos showing successful overexpression of wildtype and mutant H3. **(E**) IF of H3K18ac during mouse pre-implantation embryo development. Scale bars, 50 μm.

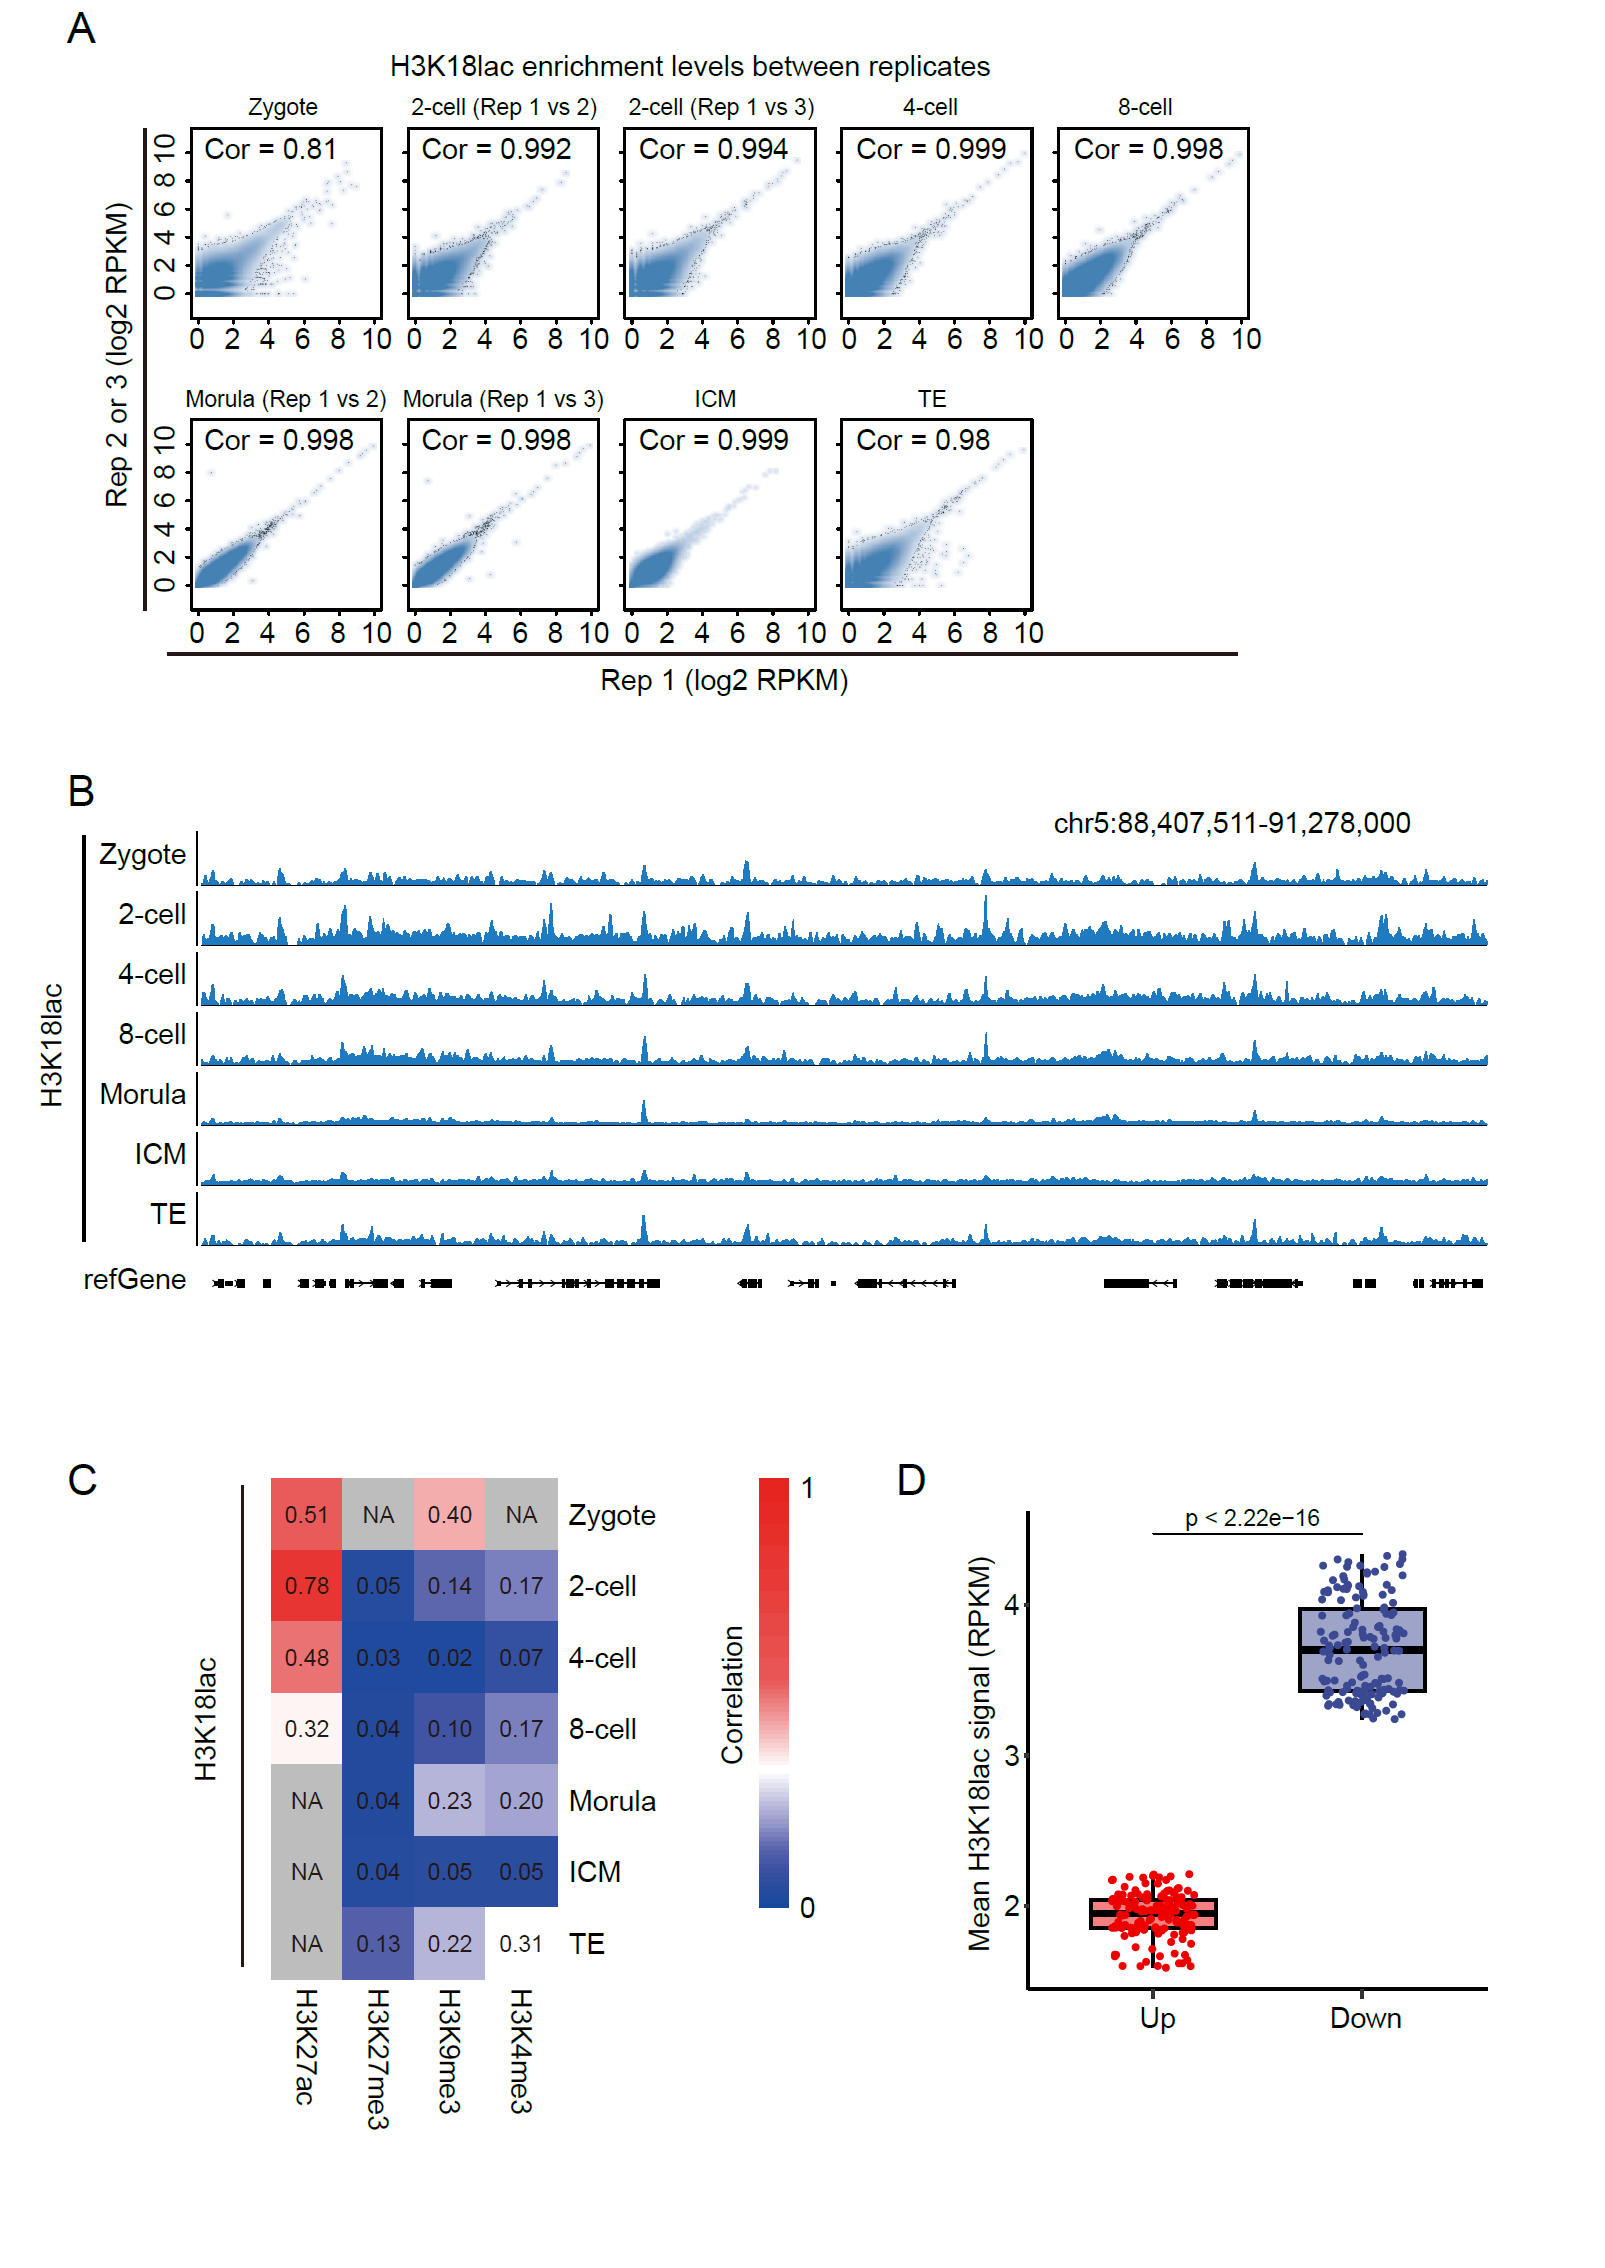

**Supplementary Fig. 4 Dynamics of H3K18lac during the development of preimplantation embryos in mice. (A**) Strong correlations between the biological replicates confirming the data quality of CUT&Tag. **(B**) Genome-wide landscapes of H3K18lac modification during mouse preimplantation embryo development. **(C**) Cross talks between H3K18lac with H3K4me3, H3K27ac, H3K9me3 and H3K27me3. **(D)** The enrichment of H3K18lac on the promotors of up- and down-regulated genes by the deprivation of lactate. Differences between means were calculated using two-tailed Student’s t-test.

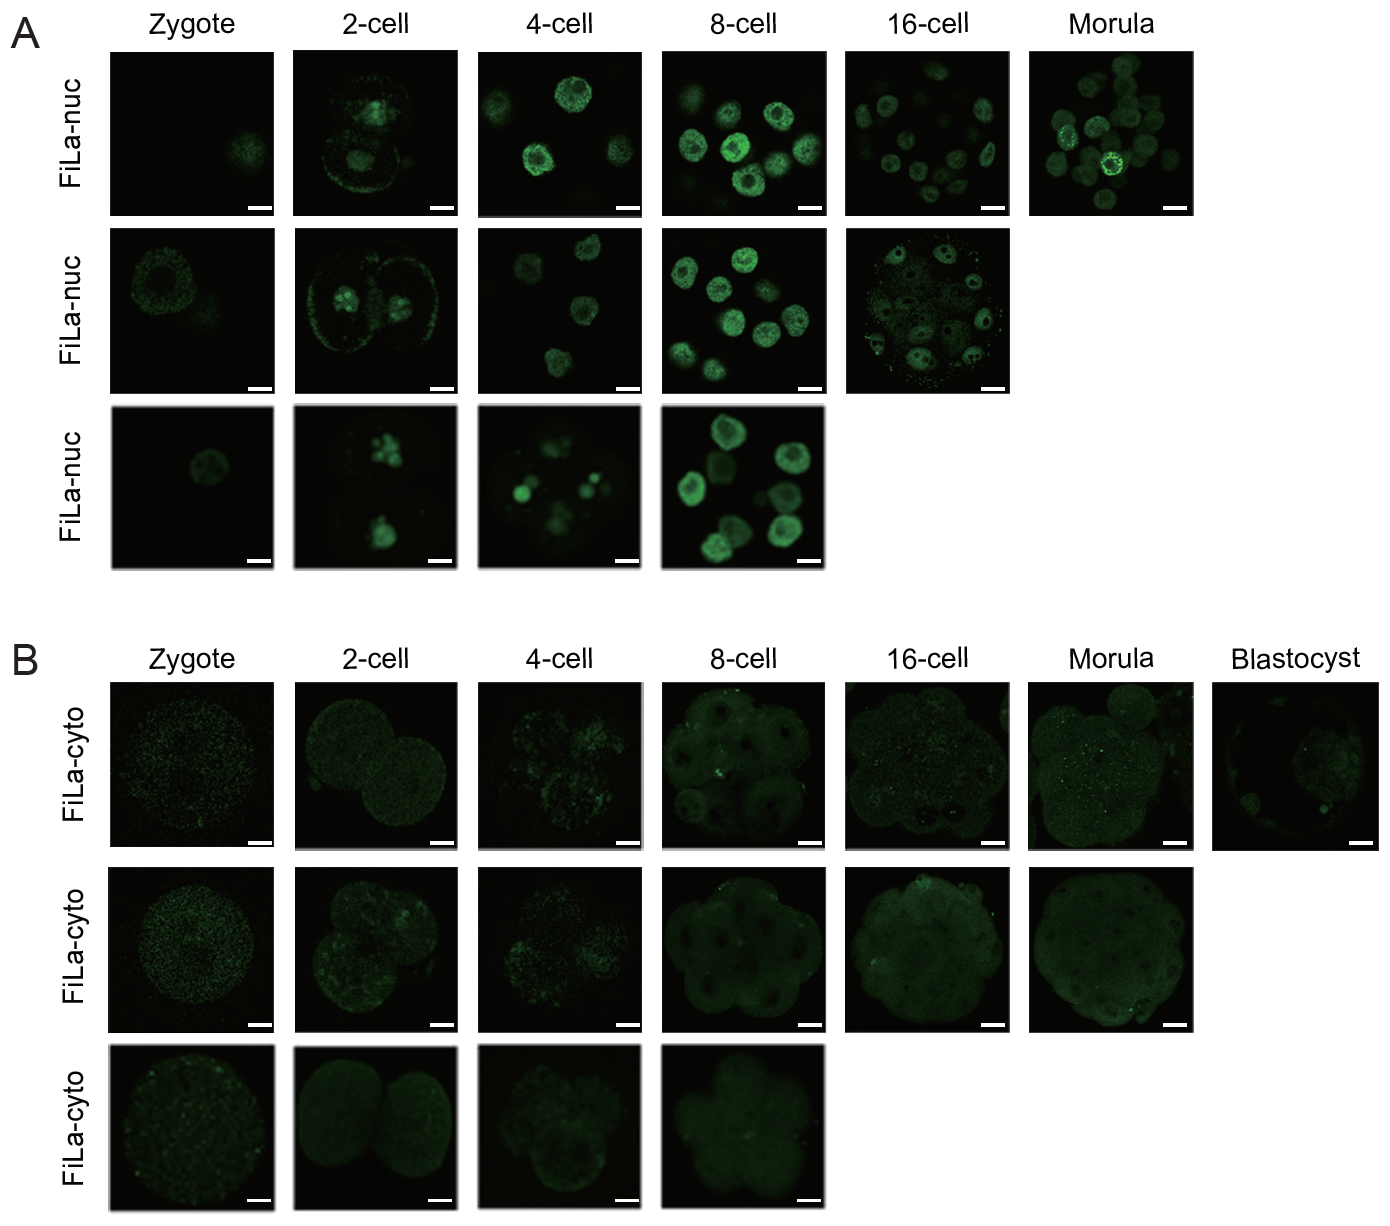

**Supplementary Fig. 5.** **Fluorescence images of human embryos from different stages expressing FiLa in nuclei (A) and cytosol (B).** Scale bars, 20 μm.

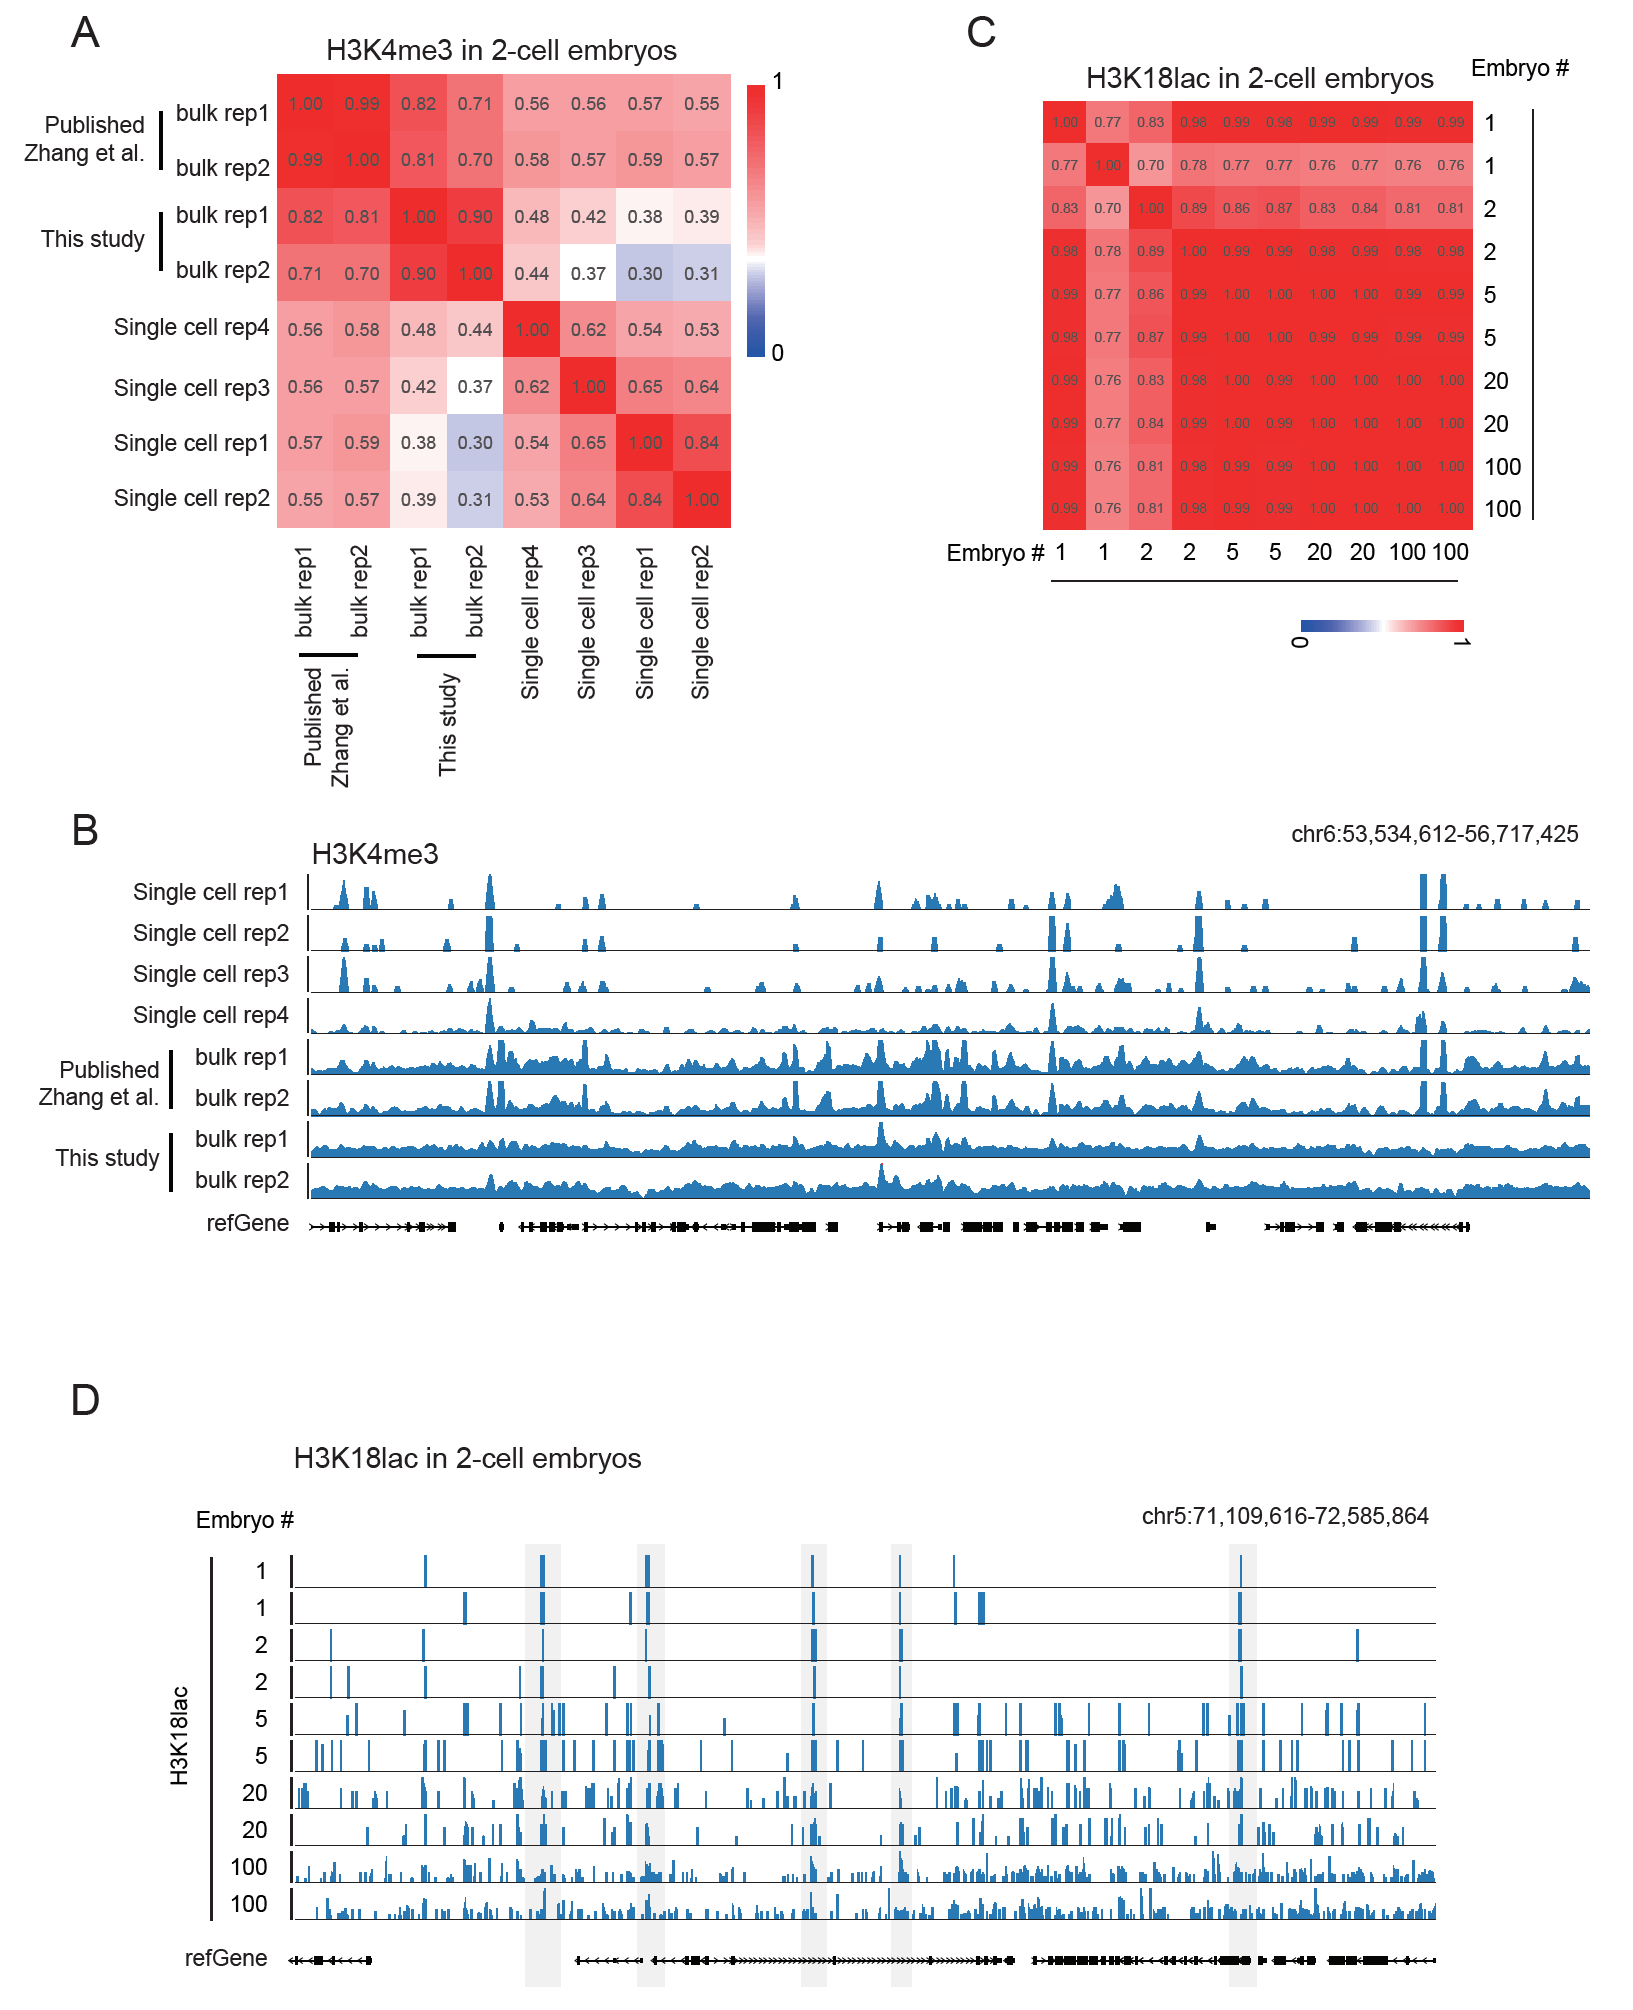

**Supplementary Fig. 6. Validation of the scCUT&Tag approach. (A)** Strong correlations between scCUT&Tag and ChIP-seq of H3K4me3. **(B)** Genome-wide landscapes of H3K4me3 histone modification detected by scCUT&Tag. **(C)** Strong correlations between the number of embryos and the H3K18lac signals at the single 2-cell embryo level. **(D)** Ultra-low sample chromatin profiles of H3K18lac signals matched those of bulk samples.

# Supplementary material for: Lactate regulates major zygotic genome activation by H3K18 lactylation in mammals
**Source:** Natl Sci Rev. 2023 Nov 20;11(2):nwad295. doi: 10.1093/nsr/nwad295
**Supplement:** nwad295_Supplemental_Files

**Supplementary Materials and methods**

**Ethics statement.**

This study was approved by the Institutional Review Board (IRB) of Chongqing Health Center for Women and Children (2019-603), China, in accordance with the measures of the People’s Republic of China on the Administration of Human Assisted Reproductive Technology and the Helsinki Declaration. The research followed the principles of the Human Embryonic Stem Cell Ethics issued by the MOST and MOH and was regularly reviewed by the Medical Ethics Committee of Chongqing Health Center for Women and Children.

**Human early embryo collection.**

Frozen embryos were thawed using a Glass Solution Freeze Set according to the manufacturer’s instructions (Kitazato Corporation). Embryos before the 8-cell stage were cultured in G-1 (Vitrolife) human embryo medium at 37℃ in 6% CO_2_ and 5% O_2_. G-2 (Vitrolife) medium was used from the 8-cell to blastocyst stages. The numbers of embryos used were as follows: two 4-cell, two 8-cell, two 16-cell embryos, and one morula were used for IF; three each of 4-cell, 8-cell, 16-cell morula and blastocyst embryos subjected to scCUT&Tag and 7 zygotes cultured to blastocyst stage were used for FiLa analysis.

**Mice.**

Mice were maintained and handled according to policies approved by Chongqing Health Center for Women and Children. Male and female ICR mice (6–8 weeks old) were purchased from Charles River (Beijing, China).

**Embryo collection.**

Embryos were collected from superovulated female ICR mice treated with 6.5 IU pregnant mare serum gonadotropin (PMSG, ProSpec, Cat HOR-272); after 47–48 h, they were treated with 5 IU human chorionic gonadotropin (hCG, ProSpec, Cat HOR-250) and crossed with male ICR mice. For the *in vitro* embryos, time points of post-hCG injection: 24 h for the late 1-cell stage, 30 h for the early 2-cell stage, 40 h for the middle 2-cell stage, 54 h for the late 2-cell stage, 60 h for the 4-cell stage, 70 h for the 8-cell stage, 78 h for the morula stage, and 94 h for the blastocyst stage. The *in vivo* embryos were collected through flushing the fallopian tubes and uterine horns with M2 medium, time points are as follows: 22h for the zygote stage, 47h for the 2-cell stage, 54h for the 4-cell stage, 66h for the 8-cell stage, 76 h for the morula stage, and 88 h for the blastocyst stage. Embryos in the control group were cultured in modified KSOM medium (95 mM NaCl, 2.5 mM KCl, 0.35 mM KH_2_PO_4_, 0.20 mM MgSO_4_, 25 mM NaHCO_3_, 1.71 mM CaCl_2_, 0.01 mM EDTA, 0.20 mM glucose, 10 mM lactate, and 0.20 mM pyruvate) devoid of amino acids and BSA[28]. Medium osmolarity was maintained using 0.1% polyvinyl alcohol under mineral oil at 37°C in a 5% CO_2_ incubator.

**Treatment of embryos.**

We prepared solutions of GNE-140 (MedChemExpress, Cat HY-100742A) or GSK2837808A (MedChemExpress, Cat HY-100681) in dimethyl sulfoxide (DMSO). NMN (Sigma, Cat N3501) solutions were prepared in water. Solutions were diluted to the desired final concentration in medium (GNE-140, 5 µM; GSK2837808A, 1µM; NMN, 50 µM). Embryos were cultured *in vitro* in modified KSOM medium containing the indicated doses of inhibitors.

**Measurement of lactate level.**

The lactate level was measured using the Amplite™ Colorimetric L-Lactate Assay Kit (AAT Bioquest, Cat AAT-13815) according to the manufacturer’s instructions. Briefly, 5 µL culture medium was collected at 1 h intervals, and the difference between two adjacent times was considered lactate uptake. To measure the lactate level of embryos, 200 embryos were collected from each stage in 3 repeats. To avoid lactate from KSOM, embryos were washed 5 times in PBS. Following the addition of an equal volume of reagent buffer (AAT Bioquest), luminescence was measured to assess the lactate level.

***In vitro* mRNA transcription.**

To prepare mRNAs for microinjection, pUC-GW-Amp-H3.1_K18R, pUC-GW-Amp-H3.2_K18R, pUC-GW-Amp-H3.3_K18R, pUC-GW-Amp-H3.1WT, pUC-GW-Amp-H3.2WT and pUC-GW-Amp-H3.3WT vectors were linearized and purified with phenol-chloroform, followed by ethanol precipitation. Linearized DNAs were transcribed *in vitro* using the mMESSAGE mMACHINE Kit (Invitrogen, Cat AM1344), recovered by lithium chloride precipitation, and resuspended in nuclease-free water. mRNA was frozen and stored at –80°C.

**Microinjection.**

For FiLa analysis, pAAV-CMV-MCS-FiLa, pAAV-CMV-MCS-FiLa-C, pLVX-Nuc-FiLa and pLVX-Nuc-FiLa-C were linearized and *in vitro* transcribed, and 200 ng/µL mRNA was microinjected into human and mouse early zygotes. For overexpression, *H3.1K18R*, *H3.2K18R*, *H3.3K18R*, *H3.1WT*, *H3.2WT* and *H3.3WT* mRNA (200 ng/µL) was microinjected into zygotes. Microinjection was performed using a FemtoJet 4i Microinjector (Eppendorf, Hamburg, Germany) and ELIPSE Ti Micromanipulators (Nikon, Tokyo, Japan). For injection, a glass capillary Femtotip (Eppendorf) was loaded with the mixtures using a Microloader (Eppendorf) and injected into cytoplasm in a drop of M2 medium (Merck). The injection volume was approximately 2-5 pL. The injection pressure was 250 hPa, compensation pressure was 60 hPa, and injection time was 0.7 s. Immediately after microinjection, embryos were cultured at 37°C in 5% CO_2_.

**Immunofluorescence.**

After removing the zona pellucida using acidic operating fluid, mouse embryos were fixed in 4% PFA for 40 min at room temperature, followed by permeabilization in 1% Triton X-100 (93443, 100 mL; Sigma) for 20 min at room temperature. Embryos were blocked in blocking solution consisting of 1% bovine serum albumin (BSA) in phosphate-buffered saline (PBS) for 1 h at room temperature after three washes in washing solution (0.1% Tween-20, 0.01% Triton X-100 in PBS). Embryos were incubated with the indicated antibodies against H3K27ac (Active Motif, Cat 39034), H3K18lac (PTM BIO, Cat PTM-1406RM), LDH (Abcam, ab52488), Pol II Ser 2 (Abcam, ab193468), H3K18ac (Abcam, ab40888), H4K5lac (PTM BIO, Cat PTM-1407RM), H4K8lac (PTM BIO, Cat PTM-1415RM), H2BK15lac (PTM BIO, Cat PTM-1426RM), H3K14lac (PTM BIO, Cat PTM-1414RM), H2BK16lac (PTM BIO, Cat PTM-1424RM), H2BK120lac (PTM BIO, Cat PTM-1423), H4K12lac (PTM BIO, Cat PTM-1411RM), H3K9lac (PTM BIO, Cat PTM-1419RM), H4K16lac (PTM BIO, Cat PTM-1417RM), H3K56lac (PTM BIO, Cat PTM-1421RM) overnight at 4°C. The next day, the embryos were washed in washing solution and incubated with the secondary antibodies (A10040; Invitrogen) for 1 h at room temperature. After staining with Hoechst, the embryos were washed in washing solution and imaged using an inverted confocal microscope (TCS SP8; Leica, Wetzlar, Germany); image analysis was performed using LAS X software (Leica).

**EU staining.**

Incorporated EU was detected using the click-iT RNA Alexa Fluor 488 Imaging Kit (Invitrogen, Cat C10329). EU (10 M, final concentration) was added to cultured mouse embryos at 40 h post-hCG. After removal of the zona pellucida using acidic Tyrode’s solution, 2-cell embryos of mice were washed twice for 5 min each in washing solution. Embryos were fixed with 4% PFA in 1× PBS for 30 min, followed by permeabilization with normal permeabilizing solution. After incubated with Click-iT reaction cocktail, the embryos were washed in Click‑iT reaction rinse buffer. Embryos were imaged using an inverted confocal microscope (TCS SP8; Leica, Wetzlar, Germany); image analysis was performed in LAS X software (Leica).

**Embryo toxicity detection.**

To assess the potential toxicity of inhibitors on embryos, cell apoptosis was tested utilizing terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate (dUTP) nick end labeling (TUNEL) assay kit (C1090, Beyotime) according to the manufacturer’s instructions. Specifically, mouse embryos were fixed in 4% PFA for 30 min at room temperature, followed by permeabilization in 0.5% Triton X-100 (93443, 100 mL; Sigma) for 15 min at room temperature. Embryos were washed three times for 5 min each in washing solution, and were incubated with the TUNEL solution. Embryo apoptosis was then examined by immunofluorescence staining.

**RNA-seq.**

RNA-seq libraries were prepared as described previously. Briefly, 5 embryos were used per group, and three replicates were performed for each group. Embryos were washed three times in 0.5% BSA-PBS solution. cDNA was amplified using the Phusion Hot Start II High-Fidelity PCR Master Mix (Thermo Fisher). Library preparation was performed using the NEBNext Ultra II DNA Library Prep Kit (New England Biolabs) according to the manufacturer’s instructions. Libraries were sequenced using the NovaSeq 6000 (Illumina, San Diego, CA) according to the manufacturer’s instructions.

**RNA-seq data quality control, processing, and analysis.**

For RNA-seq analysis of embryos, FastQC was performed for Illumina reads. We used Trim Galore software to discard low-quality reads, trim adaptor sequences, and eliminate poor-quality bases. Next, we downloaded the mouse reference genome (genome assembly: mm39) from the UCSC database and used HISAT2 software for read alignment. The gene-level quantification approach was used to aggregate raw counts of mapped reads using the featureCounts tool. Gene expression was quantified by calculating the normalized fragments per kilobase of transcript per million mapped reads (FPKM) value. Next, we used the R package DESeq2 for differential gene expression analysis. KEGG analysis of DEGs was performed using the KOBAS online tool (<http://kobas.cbi.pku.edu.cn/kobas3/>). For GSEA, DEGs were identified as above. Significantly DEGs were ranked and subjected to pre‑ranked GSEA analysis.

**CUT&Tag.**

CUT&Tag was performed using the Hyperactive In-Situ ChIP Library Prep Kit for Illumina (Vazyme Biotech). Embryos were incubated in 50 µL antibody buffer; 0.5 μg antibody was added and the mixture was incubated at 4℃ overnight. After washing twice with dig-wash buffer, 50 µL dig-wash buffer with 0.2 µg secondary antibody was added and the mixture was incubated at room temperature for 1 h. After washing twice with 100 µL dig-wash buffer, 1 µL pG-Tn5 and 49 µL dig-300 buffer were added, and the samples were incubated at room temperature for 1 h. Next, the samples were washed twice with 100 µL dig-wash buffer. We subsequently added 200 µL tagmentation buffer and incubated the samples at 37°C for 1 h. The reaction was stopped with 7 µL 0.5 M EDTA, 2 µL 10% SDS, and 1.7 µL 20 mg/mL proteinase K; for single-cell CUT&Tag assays, 5 µL stop buffer was used. After extraction with phenol-chloroform and ethanol precipitation, PCR was performed to amplify the libraries under the following conditions: 72°C for 3 min, 98°C for 30 s, 17 cycles of 98°C for 10 s and 60°C for 5 s, and a final extension at 72°C for 1 min with a hold at 4°C. For single-cell CUT&Tag of human embryos, CUT&Tag was performed in well of a microplate. After tagmentation, single human embryos were transferred to 200µl tubes containing 5% Proteinase K. After embryos lysis, PCR buffer and adaptors were directly added to tubes, normal PCR cycle was performed. Post-PCR clean-up was performed by adding a 1.5× volume of DNA Clean Beads (Vazyme Biotech). Libraries were sequenced on the Illumina NovaSeq 6000 platform according to the manufacturer’s instructions.

**CUT&Tag data analysis.**

We aligned paired-end CUT&Tag reads of H3K18lac to the mm39 reference genome or hg38 human genome using Bowtie2 v2.5.0 software. Unmapped and non-uniquely mapped reads were removed. Next, we pooled the biological replicates for each stage and performed downstream analysis. For peak calling, we converted sequence alignments in BAM format into BEDPE records using the BEDTools function bamtobed. CUT&Tag peaks were called on merged replicates and normalized to input using MACS2 v2.2.7.1 software. Peak annotation was performed using the R package ChIPseeker with the default parameters. Peak comparisons and overlaps were evaluated using the BEDTools suite for autosomal chromosomes. For quantitative analysis, we normalized the read counts by computing the number of RPKMs using merged replicate BAM files with the bamCoverage tool in deepTools software. For the comparison among different samples, we further summed the RPKM values within each 5kb window in the global genome and performed pearson correlation analysis. To minimize batch and cell-type variation, the RPKM values were normalized by Z-score transformation (whole-genome 100 bp bins, excluding outliner regions). Pearson correlation analysis of gene expression levels (FPKM) with normalized RPKM values of H3K18lac signals at promoters was calculated by cor.test() function in R. The washU epigenome browser ([http://epigenomegateway.wustl.edu/browser/](mailto:http://epigenomegateway.wustl.edu/browser/)) was used to visualize H3K18lac CUT&Tag data.

**Statistical analysis.**

Statistical analysis was performed using R v4.2.1 software (R Development Core Team, Vienna, Austria). Data are expressed as means ± standard errors of the mean (SEMs). Differences between means were evaluated using two-tailed Student’s *t*-test. Asterisks indicate significant differences as follows: *P < 0.05, **P < 0.01, and ***P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

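The data were RNA-seq counts of mouse 2-cell embryos, in 14 libraries of 7 conditions with 2 libraries each: early 2-cell G&N and G&N-L embryos, and late 2-cell G&N, G&N-L, G&N-L + Lac-CoA, H3K18R and WT embryos. Each library was made from 5 embryos. The authors checked the reads with FastQC, trimmed them with Trim Galore, aligned them to mm39 with HISAT2 and counted them per gene with featureCounts. The deposited values are raw counts of reads for 56923 genes, without normalization, and the values checked were whole numbers with 14 different totals. The authors also computed FPKM values and used DESeq2, KOBAS and pre-ranked gene set enrichment, which were not repeated apart from DESeq2. Library totals ran from 20350427 to 61275465 counts. A count of 0 allows up to 3 counts of the total, and since PCR-amplified reads without molecular identifiers are not independent molecules, such limits cover counting error only. Replicates of a condition were checked for duplicates and differed by more than counting noise, with a chi-square per degree of freedom of 51.9 to 216.

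Groups were taken from the sample titles and the paper. The deposited treatment labels differ from the titles for the early 2-cell libraries, the Lac-CoA libraries and the mutant columns, as given where these data are reported. The number of replicates is 3 in the supplementary methods and 2 in the counts. Coordinates are those of the mouse annotation on mm39, and gene symbols are those of the count table, where 145 symbols are listed more than once. Gene identifiers were used throughout.

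Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each comparison was fitted on its own 4 libraries, since the tables of the paper give a different base mean for each comparison. Genes were filtered with the default settings of edgeR's filter and normalized by TMM, and groups were compared by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Levels given with an SD are CPM on the normalized library sizes, with the SD over n = 2 libraries. Limits, and levels given without an SD, are counts scaled to the library total. Fitted log2 fold changes use edgeR's default prior count of 0.125, and log2 levels per library, from which the spreads of lists were computed, a prior count of 2. An adjusted p under 0.05 was the threshold, and the criterion of the volcano plots (unadjusted p under 0.05 and a log2 fold change beyond 0.5) was counted beside it. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.333. Lists were tested by limma's camera with a preset correlation of 0.01, adjusted over 7 list tests, and again by limma's fry and by camera with the correlation estimated. Clustering used average linkage on 1 minus Pearson's r of log2(CPM + 1). Overlaps were tested by Fisher's exact test over the genes tested in both comparisons. The interaction of stage and lactate was tested in the 8 libraries of early and late G&N and G&N-L.

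The lists of ribosomal protein (79 genes), spliceosome (115), RNA polymerase (31), minor ZGA marker (34 symbols, 29 found), maternal (20) and cumulus cell (15) genes were written by hand from symbols, since no table of the paper that is held is labelled as a KEGG or ZGA list. Late 2-cell-induced genes and genes falling to the late 2-cell stage had an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction between late 2-cell WT and early 2-cell G&N embryos (3953 and 3541 genes), or between late and early 2-cell G&N embryos (1591 induced genes, 1451 of them in both induced lists). Besides stage, the contrast with WT differs in Gne140 and NMN, which are not described for WT, and in the described injection. Table S4, cited by the paper for major ZGA genes, has 2537 lines without a label of that kind, and the 1998 held (1996 genes) were added as a list after seeing the data. Of these genes, 1713 were tested between late 2-cell WT and early 2-cell G&N embryos, where 1530 were higher, with a median log2 fold change of 2.52. The list was tested in 4 comparisons, with adjustment over these. The groups, the comparisons, the tests, the hand-written lists, the rule for genes to name and most alternatives were set before the data were examined. By that rule, the 18 genes named in the paper's text and figure panels were reported, the Dppa and Usp families as counts, the genes with the smallest p among those past the adjusted threshold, and as check genes Ldha, Ldhb and the H3 genes of the injected mRNAs. Btg4 and Zscan4d were added after their values were seen.

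Alternatives were DESeq2 on the same genes, the size factors of DESeq2 within edgeR, library totals without TMM, no filter on low counts, at least 10 counts in every library, all 14 libraries in one fit, the replicate number as a block, each library left out in turn, fry and the estimated correlation, stage lists with a log2 fold change of at least 2, a pseudocount of 0.1 or a prior count of 0.5, another distance or linkage in the clustering, and 1 G&N-L library for each comparison of the rescue. With 1 library left out, a group holds 1 library, and values without tests were computed from the same genes, dispersions and prior count. DESeq2 on all genes with at least 1 count, and its early 2-cell count over genes above 5 RPKM, were added after seeing the data. Length and GC trends were fitted by loess with a span of 0.5. The rescue was compared with 20 simulated data sets without an effect of Lac-CoA, in which each gene was drawn independently.

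The tests were tried on simulated data. With 191 of 17725 genes changed by a log2 fold change of 2 between 2 libraries and 2, edgeR recovered a median of 2.04 and made 0 calls at an adjusted p under 0.05, and the volcano-plot criterion recovered 62.8% with 817 false genes. DESeq2 made 275 calls, 82 true and 193 false. Since the first simulation gave 0 calls by edgeR, a second with a log2 fold change of 5 in 189 of 17662 genes was added. In it edgeR made 140 calls, 132 true and 8 false, and DESeq2 made 405, of which 234 were false. At 2 libraries per group, edgeR thus missed changes of a log2 fold change of 2 at this threshold in these simulated data, and DESeq2 made more false than true calls there. Both results depend on how many genes change. The simulations changed 191 and 189 genes, while late G&N-L against G&N had 2332 genes with an unadjusted p under 0.05, against 974 given by chance (edgeR). The simulated shares of false and missed genes thus need not hold for the real data. A simulated list of unchanged genes had a camera p of 0.981 and a list that fell had 4.4e-68 (limma).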

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

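The low-count and library-size tests were set before their results were seen, and the tests of H3 and other histone genes were chosen only after the H3c1 counts had been seen.

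The effect of lactate deprivation on 4 gene lists differed between the stages by a test of the difference itself, the interaction of stage and lactate in 8 libraries (limma's camera and fry, adjusted over 5 lists). The median log2 interaction was -1.12 for ribosomal protein genes (adjusted p = 3.3e-21; fry, 0.0333), -0.33 for spliceosome genes (1.9e-08; fry, 0.0262), -0.50 for RNA polymerase genes (0.000143; fry, 0.0755) and -0.86 for late 2-cell-induced genes (1.4e-16; fry, 0.0333). The RNA polymerase call was thus not under 0.05 by fry. At the early stage the medians were 0.03, -0.06, 0.01 and 0.12 in the same order. No gene had an adjusted p under 0.05, and 1683 of 22287 had an unadjusted p under 0.05 (edgeR).

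The tables argue against low counts of these genes in the early libraries as the whole cause. Over members above the median early count, the interaction was -1.03 for 64 ribosomal protein genes, -0.48 for 107 spliceosome genes, -0.41 for 27 RNA polymerase genes and -0.68 for 1516 late 2-cell-induced genes. They also argue against library size. After thinning the 8 libraries to the smallest total, the values were -1.08, -0.45, -0.42 and -0.87. The spread of the interaction expected from replicates was 0.390, 0.113, 0.352 and 0.227 (SD), so the RNA polymerase values exceed it by little. On mean log2 levels, the spliceosome interaction of -0.44 moved to -0.27 without late 2-cell G&N replicate 2 and to -0.28 without early 2-cell G&N replicate 2. That of the other lists stayed between -1.37 and -0.87 (ribosomal protein), -0.75 and -0.36 (RNA polymerase) and -0.94 and -0.64 (late 2-cell-induced). Sharing the early G&N libraries between the choice of the late 2-cell-induced genes and their early change may enlarge their interaction, which was not tested apart. Length and GC content were tested for the late change alone. A biological explanation that the design gives is that embryos at 54 h post-hCG had been without lactate for longer, or that most of these transcripts are made only after 30 h post-hCG. Both are hypotheses that the libraries, with 1 time of deprivation, cannot separate.

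In the H3K18R libraries, H3c1 had a mean of 3038 CPM against 0.137 CPM in the libraries labelled WT (scaled to library totals). The paper does not discuss this signal, but it describes injection of mutant H3.1 mRNA into these embryos. A general rise of histone genes is excluded as a cause by the other histone classes, whose 32 tested genes had a median log2 fold change of -0.17. Reads of the injected H3.1 mRNA are a candidate explanation, since H3c1 had at most 66 counts in any library outside H3K18R. Against it, the libraries labelled WT, described as injected with wild-type H3.1 mRNA, had 4 and 3 counts. The other H3 genes cannot decide it, since reads of 1 injected sequence need not be counted on them. The summed H3c8, H3c10 and H3c11 levels, the other H3.1 genes, rose by 2.50 more on the log2 scale than those of the remaining H3 genes, but the members moved apart. H3c10 had 60 and 94 counts and H3c11 53 and 73 in H3K18R, against 0 for both in the libraries labelled WT, while H3c8 had 28 and 71 against 21 and 77. Of the remaining H3 genes, H3c4 had 17 and 23 counts against 0 and 0, H3c3 changed by 2.35 and H3c6 by 1.45, and H3c7, H3f3a and H3f3b by -0.07, -0.04 and -0.18. In the libraries labelled WT, described as injected with WT H3 mRNA, 0 H3 genes had an adjusted p under 0.05 and a higher level than in G&N embryos, and H3f3a was higher by 0.70 (edgeR, adjusted p = 0.0995). Whether those embryos were injected cannot be told apart from an injected sequence that the counts do not hold, since the mRNA sequence and the reads are not part of the counts. No biological explanation was tested.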

How the results depend on the processing

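Each alternative changed 1 choice, and the added settings named here were chosen after seeing the data. Of the values of the main results under the alternatives planned from the start, 135 were counted as unchanged, 42 as moved, 11 as weaker and 1 as reversed. A count was unchanged when it stayed within 1.5 times of the main count. For list medians without 1 library, the counting does not follow the relative size of the shift. The ribosomal protein median, -0.94 without G&N-L replicate 2 against -1.09, counted as moved. That of the late 2-cell-induced genes in H3K18R, -0.062 without H3K18R replicate 2 against -0.30, counted as unchanged. Of the values under added alternatives, 8 stayed and 16 moved. The causes of the shifts given here were not tested unless stated.

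At an adjusted p under 0.05, edgeR counted 0 genes in late G&N-L against G&N, and the count was 916 with DESeq2, 317 without a filter, 114 with at least 10 counts in every library, 11 with all 14 libraries and 1021 with the added DESeq2 on all genes. In early G&N-L against G&N it went from 0 to 37, 42, 4 and 55 with DESeq2, no filter, all 14 libraries and the added DESeq2, and to 13 over genes above 5 RPKM. In H3K18R against WT it went from 1 to 118, 78, 9 and 165 in the same order, and with Lac-CoA from 0 to 1183 (DESeq2), 3 (no filter), 2 (at least 10 counts) and 1300 (added DESeq2). For the interaction it went from 0 to 231 with DESeq2. The number of genes with an unadjusted p under 0.05 was 2332, 784, 1141 and 2609 in the 4 comparisons and 1683 for the interaction. The size factors of DESeq2 in edgeR and library totals left the counts of the 4 comparisons at 0 or 1.

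At the volcano-plot criterion, genes higher in late G&N-L were 438 with all 14 libraries and 1476 with the added DESeq2, against 824. In early G&N-L, genes lower were 269 with at least 10 counts and 147 over genes above 5 RPKM, against 466, and genes higher were 565 without a filter, 509 with all 14 libraries, 599 with the added DESeq2 and 169 over genes above 5 RPKM, against 315. In H3K18R, genes lower were 718 with the added DESeq2, against 473, and genes higher were 1184 without a filter, 1344 with all 14 libraries and 1280 with the added DESeq2, against 668. For the interaction, genes higher were 371 with at least 10 counts, where fewer genes are tested, against 795. The share lower among genes past the criterion moved from 64.3% to 75.8% in late G&N-L and from 41.5% to 25.8% in H3K18R with all 14 libraries, and from 47.7% to 38.5% with Lac-CoA and library totals. With all 14 libraries the median of all genes in early G&N-L shifted by -0.125.

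With the replicate number as a block, genes at the criterion were 464 higher in late G&N-L, 153 lower and 148 higher in early G&N-L, and 235 lower and 383 higher in H3K18R. Replicate numbers do not pair the libraries (correlation of the deviations -0.000319, -0.0478, -0.0317 and -0.0145), so a block removes degrees of freedom without a shared effect to remove.

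The list medians kept their direction and their camera call with library totals, at least 10 counts and, for the stage lists, the stricter log2 fold change of 2 in the choice. With the correlation estimated, all 6 lists with a call lost it: ribosomal protein -1.09 (adjusted p = 0.100), spliceosome -0.62 (0.100), RNA polymerase -0.67 (0.138), late 2-cell-induced in late G&N-L -0.65 (0.100), in H3K18R -0.30 (0.456) and with Lac-CoA 0.67 (0.100), all by limma. Under fry the same lists lost it (adjusted p = 0.0509, and 0.438 in H3K18R, limma) except the spliceosome genes (0.0396). Across fits that each left out 1 library, medians ran from -1.18 to -0.87 for ribosomal protein, -0.64 to -0.46 for spliceosome and -0.74 to -0.51 for RNA polymerase genes, and for late 2-cell-induced genes from -0.82 to -0.45 in late G&N-L, -0.66 to -0.062 in H3K18R and 0.52 to 0.84 with Lac-CoA. The H3K18R value was -0.062 without H3K18R replicate 2 and -0.66 without H3K18R replicate 1. With the added genes of Table S4 the medians were -0.52, -0.28 and 0.51. The minor ZGA marker median in early embryos ran from -0.84 to 0.87 and reversed without G&N-L replicate 1 (-0.84).

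Genes lower in both late G&N-L and H3K18R were 147 with DESeq2, 105 with at least 10 counts and 154 with the added DESeq2, against 68, and those with a log2 fold change under -0.5 in both were 1113 with at least 10 counts and 3051 with the added DESeq2, against 1719. Over the added genes of Table S4, fewer than all genes by construction, these counts were 20 and 344, and 50 and 371 with the added DESeq2. On log2 levels, the correlation of the changes without lactate and with Lac-CoA was -0.523 over 21433 genes. It fell to -0.0942 and -0.0836 when each comparison had its own G&N-L library. On fitted log2 fold changes over 18284 genes it was -0.554. Simulations without an effect of Lac-CoA gave -0.444 to -0.415 for the fitted changes, from the shared libraries alone. The correlation of the late change with the change from early G&N embryos to the libraries labelled WT was -0.236, and -0.434 with at least 10 counts. It ran from -0.226 to -0.128 without 1 library at a time, and was -0.128 without G&N-L replicate 2. The clustering joined both pairs of replicates in each alternative tried.

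For named genes, DESeq2 made 15 values newly significant, no filter 6, at least 10 counts 5 and all 14 libraries 1. With libraries left out, 34 values moved and 8 reversed. The ranges with a reversal were -2.33 to 0.23 for Sox4 in late G&N-L, -0.017 to 0.44 for Usp33 in early G&N-L, -0.87 to 0.090 for Dppa4 and -2.42 to 0.090 for Elk1 in H3K18R, and with Lac-CoA -0.46 to 0.82 for Usp33, -7.36 to 8.93 for Fgf5 and -0.43 to 2.02 for Sox4. Sox4 in late G&N-L reversed without G&N replicate 1, Usp33 in early G&N-L without G&N-L replicate 2, Dppa4 in H3K18R without H3K18R replicate 2 and Elk1 without WT replicate 1. With Lac-CoA, Usp33 reversed without Lac-CoA replicate 1, Sox4 without Lac-CoA replicate 1 (-0.43) or G&N-L replicate 2 (-0.13), and Fgf5 without Lac-CoA replicate 2. Both ends of the Fgf5 range have a group at 0 counts and depend on the prior count. Replicates of a group were far apart for Kdm4b (15 and 193 counts in WT), Sox4 (490 and 65) and Fgf5 (0 and 173).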

Differences from the paper's values

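Values read from figures are given after the word about. The settings DESeq2 on all genes with at least 1 count, and the count over early 2-cell genes above 5 RPKM, were chosen after seeing the values. A count is said to come near the paper's when it lies within 1.5 times of it, above or below.

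Genes higher in late G&N-L at the volcano-plot criterion were 824, against the paper's about 1500 in Fig. 2A, read by eye. Of the alternatives set before the data were examined, DESeq2 (1112) and no filter on low counts (1076) came near the paper's count but stayed below it, and the others did not come near. DESeq2 on all genes, chosen after seeing the values, gave 1476.

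In early G&N-L, 466 genes were lower, against the paper's about 170 in Fig. 2E, read by eye, and 315 were higher, against the paper's about 160 in Fig. 2E, read by eye. Of the alternatives set before the data were examined, only the replicate number as a block came near both counts, with 153 and 148. The count over genes above 5 RPKM, chosen after seeing the values, gave 147 and 169.

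In H3K18R, 473 genes were lower, against the paper's about 720 in Fig. 3F, read by eye, and 668 were higher, against the paper's about 1300 in Fig. 3F, read by eye. Of the alternatives set before the data were examined, DESeq2 (578 and 897) and no filter (657 and 1184) came near both counts but stayed below them, all 14 libraries (1344) came near that of the higher genes, and the others did not come near. DESeq2 on all genes, chosen after seeing the values, gave 718 and 1280.

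Genes lower in both late G&N-L and H3K18R were 68, against the paper's 475, which counts major ZGA genes. None of the alternatives set before the data were examined came near it: DESeq2 gave 147, library totals 69, at least 10 counts 105 and the replicate block 50. DESeq2 on all genes, chosen after seeing the values, gave 154. A log2 fold change under -0.5 in both without a criterion on p was found for 1719 genes, against the paper's 475, and none of the alternatives set before the data were examined came near it, at least 10 counts giving 1113. The genes of Table S4, of which 1998 of 2537 lines are held, were chosen after seeing the values. Over them, 344 genes had a log2 fold change under -0.5 in both, and 371 with DESeq2 on all genes, against 292 and 319 given by chance. Both counts come near the paper's. Scaled to the whole table they are 437 and 471, if the lines not held behave like those held, which was not tested. With the criterion on p, the counts over the held genes were 20 and 50.

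Genes tested in the early comparison were 17343, against the paper's 6499 in Table S2, and none of the alternatives set before the data were examined came near it. The lowest base mean held there was 41.7. Genes tested in H3K18R were 17704, against the paper's 27123 in Table S3, and no filter gave the same number and all 14 libraries came near it (25041).

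The paper states that Dppa5a, Usp29 and Kdm4b failed to be expressed with H3K18R. By edgeR they changed by -0.74, -0.93 and -3.97 in log2 fold change, and none had an unadjusted p under 0.05. At the volcano-plot criterion, 6 named genes passed with DESeq2 on the same genes: Dppa5a, Usp29, Kdm4b, Sox4, Zfp622 and Zfp936. With no filter on low counts, Usp29, Usp33, Sox4, Fgf5, Zfp622 and Zfp936 were lower and passed, with at least 10 counts in every library Usp29, Sox4, Zfp622 and Zfp936, with all 14 libraries Dppa5a and Zfp936, and with the replicate block Zfp936. DESeq2 on all genes, chosen after seeing the values, passed Dppa5a, Usp29, Kdm4b, Usp33, Sox4, Fgf5, Zfp622 and Zfp936, and the adjusted p of the first 3 was 0.440, 0.416 and 0.318. Without a call over all genes by edgeR in the lactate comparison, DESeq2 had an adjusted p under 0.05 for Dppa4, Dppa5a, Usp29, Usp38, Dhx8, Zfp622, Zfp936, Kdm5b and Mat2a there, and for Dppa4, Dppa5a, Dhx8, Zfp622, Zfp936 and Kdm5b with Lac-CoA. The paper states that Usp genes were rescued by Lac-CoA. Usp29 and Usp33 had an adjusted p of 0.522 and 0.918 by edgeR, and none of the settings run passed either at the volcano-plot criterion, while Usp38 passed with library totals and with DESeq2 on all genes, chosen after seeing the values. The figure panels of the paper also name Elk1 and Zfp324. Elk1 passed the volcano-plot criterion in late G&N-L with DESeq2, and Zfp324, which the filter of edgeR removes, without a filter.

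The paper reports no significant difference in minor ZGA genes at the early stage. The marker list used here moved by 0.29 with a spread of 1.10 between replicates. For 29 log2 fold changes of named genes in the supplementary tables, the main values differed from the paper's by at most 0.0776.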

Other observations

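The tests of slower progress, of maternal genes between the H3K18R libraries, of cumulus cell markers and of the depth of the early libraries were chosen only after the result was seen. The others were set before.

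Late 2-cell-induced genes were lower in late G&N-L than in G&N, with a median log2 fold change of -0.65. The tables argue against library size (-0.64 after thinning to the smallest total), against a trend on gene length and GC content (-0.75 after subtraction, with 99.3% of the list holding a value) and against a few genes taking most of the counts (-0.65 with the 100 most counted genes left out) as the whole cause. For the ribosomal protein genes the value was -1.04 after subtraction of the length and GC trend. Slower progress of the deprived embryos from the early to the late 2-cell profile stays open and may contribute. The genes falling to the late 2-cell stage were higher in G&N-L than genes that do neither by 0.27, with a spread of 0.0506 between replicates (SD). These 3205 genes had a median of 0.29 in late G&N-L. They were drawn with the libraries labelled WT, so inhibitor and injection may enter their choice along with stage. A failed activation that also slows the decay of older transcripts would give the same values, and the counts do not separate the 2 hypotheses.

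The real grouping gave the most genes at the volcano-plot criterion in the comparisons other than that of early G&N-L. For late G&N-L against G&N, 1 of the 3 splits gave as many as the real 2311 genes, the others 667 and 669. For early G&N-L against G&N, 2 of the 3 splits gave as many as the real 781, the others 639 and 1120. For H3K18R against WT, it was 1 of 3 (1141, against 575 and 813), and with Lac-CoA 1 of 3 (2586, against 601 and 677). With 3 splits no share under 0.05 can be had, so chance remains open for each count.

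The H3K18R libraries differed from each other. The maternal list was higher in replicate 2 than in replicate 1 by 0.74 in the median on the log2 scale, 18 of its 20 genes, against -0.24 between the libraries labelled WT. A candidate explanation is that replicate 2 was less advanced than replicate 1. With 1 such library, this cannot be told apart from an effect of the mutant that varied between the libraries. Btg4, chosen after its values were seen, was at 1387 and 4148 CPM in H3K18R and 1345 and 1319 in WT. The shift of the late 2-cell-induced genes was -0.49 after subtraction of the length and GC trend, which argues against that trend as the cause. The share of mitochondrial counts was 10.6% to 12.2% in the H3K18R and WT libraries and 5.65% to 6.84% in the other late 2-cell libraries.

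The cumulus cell markers were higher in H3K18R than in WT by 2.47 in the median over 6 tested genes, with a spread of 0.770 between replicates (SD). Ptgs2 had 68 and 120 counts in H3K18R and 0 and 0 in WT, Col4a1 34 and 38 against 0 and 0, and S100a6 41 and 29 against 0 and 11. These markers, singled out after their values were seen, go with cumulus cells carried along. Of the 15 markers, 8 had no more than 3 counts in both H3K18R libraries, among them Has2, Ptx3 and Cd44, which argues against cells with the whole marker list as the cause. Where the counts of Ptgs2, Col4a1 and S100a6 come from stays open. The highest marker was Lgals1, at 23.8 and 53.2 CPM in H3K18R and 42.6 and 43.5 in WT. No biological explanation was tested. The cumulus median was -0.14 in late G&N-L, -0.25 in early G&N-L and 0.32 with Lac-CoA.

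The minor ZGA markers were low in the early 2-cell libraries, at a median of 1.77 CPM against 56.5 CPM in late G&N and G&N-L libraries. A smaller depth does not account for it, since the early libraries had 1.48 times the median total of the late ones. Zscan4d, chosen after its values were seen, ran from 0.676 to 34.5 CPM in the early libraries. The marker median was -0.15 in late G&N-L, 0.13 in H3K18R and 0.52 with Lac-CoA. Collection before the peak of minor ZGA is a biological reading that was not tested. The paper places minor ZGA between the zygote and the early 2-cell embryo, while 27 of the 29 markers were higher in late G&N embryos. The hand-written list may thus not measure minor ZGA.

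With each gene drawn independently, sharing of the G&N-L libraries does not give the 670 genes lower without lactate and higher with Lac-CoA. The largest number in 20 simulations without an effect of Lac-CoA was 94. The simulated correlation of the fitted changes was -0.444 to -0.415, against -0.554 observed, and the list median -0.03 to 0.03, against 0.67 observed. Shifts of a whole list between libraries were not simulated. The late 2-cell-induced genes varied between replicates by 0.161 (SD, log2 scale) in this comparison. With separate G&N-L libraries, the simulated correlation was -0.01 to 0.01, against -0.0942 and -0.0836 observed. Against late G&N embryos, the embryos with Lac-CoA had 805 genes lower and 864 higher at the volcano-plot criterion, 0 genes with an adjusted p under 0.05 and 1670 with an unadjusted p under 0.05 (edgeR). The late 2-cell-induced genes had a median of 0.09 there (3598 genes, 1609 lower), while Dppa4 was at -0.66, Dppa5a at -0.77, Usp29 at -0.48, Usp33 at -0.82 and Usp38 at -0.40. Across genes, the late change with Lac-CoA had a correlation of r = 0.301 (rho = 0.450) with the change from early G&N embryos to the late libraries labelled WT. The H3K18R change had r = -0.114 (rho = -0.208) with another stage change, that from early to late G&N embryos.

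The genes of Table S4, chosen after seeing the data, had a median of -0.02 in early G&N-L over 1362 genes, of which 704 were lower, and it ran from -0.14 to 0.07 without 1 library at a time, turning positive without G&N replicate 1. The maternal list had a median of 0.36 in late G&N-L, -0.20 in early G&N-L, 0.46 in H3K18R and -0.67 with Lac-CoA. The genes falling to the late 2-cell stage, drawn with the libraries labelled WT, had -0.11 in early G&N-L and -0.55 with Lac-CoA. Ldha reached at most 24.6 CPM in any library, and Ldhb was at 5692 to 5894 CPM in early and 432 to 1566 CPM in late 2-cell libraries. With all 14 libraries clustered, only the replicates of late G&N-L, late G&N and WT joined each other first.

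DESeq2 on all genes with at least 1 count, chosen after seeing the data, gave the log2 fold changes held of the paper's Tables S1, S2 and S3, with a largest difference of 4.3e-05. It gave 1832 genes lower and 1476 higher in late G&N-L and 718 lower and 1280 higher in H3K18R at the volcano-plot criterion.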
